# Nano-silica particles synergistically IgE-mediated mast cell activation exacerbating allergic inflammation in mice

**DOI:** 10.3389/fimmu.2022.911300

**Published:** 2022-07-22

**Authors:** Yong-Shi Yang, Meng-Da Cao, An Wang, Qing-Mei Liu, Dan-Xuan Zhu, Ying Zou, Ling-Ling Ma, Min Luo, Yang Shao, Dian-Dou Xu, Ji-Fu Wei, Jin-Lyu Sun

**Keywords:** allergic asthma, smog particles, mast cell, MAPK, silica nanoparticles

## Abstract

**Background:**

Allergic respiratory diseases have increased dramatically due to air pollution over the past few decades. However, studies are limited on the effects of inorganic components and particulate matter with different particle sizes in smog on allergic diseases, and the possible molecular mechanism of inducing allergies has not been thoroughly studied.

**Methods:**

Four common mineral elements with different particle sizes in smog particles were selected, including Al_2_O_3_, TiO_2_, Fe_2_O_3_, and SiO_2_. We studied the relationship and molecular mechanism of smog particle composition, particle size, and allergic reactions using mast cells, immunoglobulin E (IgE)-mediated passive cutaneous anaphylaxis (PCA) model, and an ovalbumin (OVA)-induced asthmatic mouse model *in vitro* and *in vivo*, combined with transmission electron microscopy, scanning transmission X-ray microscopy analysis, and transcriptome sequencing.

**Results:**

Only 20 nm SiO_2_ particles significantly increased β-hexosaminidase release, based on dinitrophenol (DNP)-human serum albumin (HSA) stimulation, from IgE-sensitized mast cells, while other particles did not. Meanwhile, the PCA model showed that Evan’s blue extravasation in mice was increased after treatment with nano-SiO_2_ particles. Nano-SiO_2_ particles exposure in the asthmatic mouse model caused an enhancement of allergic airway inflammation as manifested by OVA-specific serum IgE, airway hyperresponsiveness, lung inflammation injury, mucous cell metaplasia, cytokine expression, mast cell activation, and histamine secretion, which were significantly increased. Nano-SiO_2_ particles exposure did not affect the expression of FcϵRI or the ability of mast cells to bind IgE but synergistically activated mast cells by enhancing the mitogen-activated protein kinase (MAPK) signaling pathway, especially the phosphorylation levels of the extracellular signal-regulated kinase (ERK)1/2. The ERK inhibitors showed a significant inhibitory effect in reducing β-hexosaminidase release.

**Conclusion:**

Our results indicated that nano-SiO_2_ particles stimulation might synergistically activate IgE-sensitized mast cells by enhancing the MAPK signaling pathway and that nano-SiO_2_ particles exposure could exacerbate allergic inflammation. Our experimental results provide useful information for preventing and treating allergic diseases.

## Introduction

Due to environmental changes, air pollutants, and aeroallergens, the morbidity, and prevalence of allergic respiratory diseases have increased dramatically over the past few decades (1, 2). In addition to lifestyle changes, many epidemiological and experimental studies explicitly highlight the role of air pollution in the development of allergic disease and increase the frequency of emergency department visits and hospitalizations for asthma (3–5). Importantly, pollutants can act as adjuvants to potentiate the development of pollen allergies, and early-life exposure may increase the risk of aeroallergen sensitization (6, 7).

Undoubtedly, air pollution has become a severe threat to global health. According to the World Health Organization (WHO) (https://www.who.int/), ambient air pollution accounts for an estimated 4.2 million deaths per year, and over 90% of people live in places where air quality levels do not reach WHO guideline levels. Air pollution has been of great concern over the last decade in China due to the increasing hazardous dense smog affecting most parts of the country (8). Among the various air pollutants, which are composed of gases (O_3_, NO_2_, CO, and SO_2_) and particulate matter (PM), PM causes the most significant harmful effects during a smog episode (9). Fine particulate matter (PM2.5), one of the main components of smog particles, refers to particulate matter with an aerodynamic diameter ≤ 2.5 μm, which is an extraordinarily complex mixture of diverse chemical, physical and biological components with a wide range of morphological, chemical, physical, and thermodynamic characteristics (10). The composition of smog particles includes not only a large number of biologically active substances, such as pollen, fungal spores, and microorganisms, but also nonbiologically active substances, such as heavy metals, transition metals, organic acids, and polycyclic aromatic hydrocarbons, which are the carriers and catalysts of many pollutants (11, 12). However, which components of smog particles play a significant role in developing allergic diseases have not yet been fully studied.

Mast cells are one of the critical effector cells in allergic diseases and are predominantly localized at sites in the skin, mucous membranes, airways, and intestine where they contact the environment; therefore, mast cells are considered to be the sentinel cells for environmental insults (13). Mast cells can recognize immunological, inflammatory, and environmental factors by various types of receptors, including high-affinity immunoglobulin E (IgE) receptors (FcϵRI), G protein-coupled receptors, or ion channels, and release bioactive mediators through IgE pathways or non-IgE pathway activation (14). Previous studies on the effects of smog particles on allergic diseases have primarily focused on complex mixtures. For example, Piao et al. reported that PM2.5 exposure could exacerbate oxidative stress and enhance PM2.5 phagocytosis by activating the NF-κB signaling pathway in an ovalbumin (OVA)-induced allergic rhinitis mouse model (15). Another study found that environmentally relevant metal and transition metal ions, such as Al^3+^, Cd^2+^, Sr^2+^, and Ni^2+^, could increase the level of allergen-mediated mast cell activation, which indicated that nonbiologically active substances in smog particles also played an essential role in allergic diseases (12).

However, studies on the effects of inorganic components and particulate matter with different particle sizes in smog particles on allergic diseases are limited, and the possible molecular mechanism of inducing allergies is not completely clear. In our previous study, we chose nine typical water-soluble inorganic salts and three water-soluble organic acids in PM2.5 from Beijing to investigate the cytotoxicity and activation effect on mast cells. The results showed that only malonic acid had a very slight activation effect on mast cells *via* the IgE pathway (16). The source and composition of smog particles are very complex. Elemental analysis shows that mineral elements and metal elements, such as Na, Fe, Al, Si, Ti, K, Mg, Ca, and Mn, are the main constituent elements (17, 18). In the present study, limited by the source of the material, we only selected four common mineral elements with different particle sizes in smog particles, including aluminum oxide (Al_2_O_3_, 20 nm and 26.93 μm), titanium oxide (TiO_2_, 20 nm and 1 μm), iron oxide (Fe_2_O_3_, 50 nm and 1 μm) and silicon dioxide (SiO_2_, 20 nm and 2.34 μm). We studied the relationship and molecular mechanism of smog particle composition, particle size, and allergic effect using mast cells, IgE-mediated passive cutaneous anaphylaxis (PCA) model, and an OVA-induced asthmatic mouse model *in vitro* and *in vivo*. Finally, we found that nano-SiO_2_ particles stimulation might synergistically activate IgE-sensitized mast cells by enhancing the mitogen-activated protein kinase (MAPK) signaling pathway and that nano-SiO_2_ particles exposure could exacerbate allergic inflammation.

## Materials and methods

### Reagents and antibodies

Aluminum oxide (Al_2_O_3_, 20 nm and 26.93 μm), titanium oxide (TiO_2_, 20 nm and 1 μm), iron oxide (Fe_2_O_3_, 50 nm and 1 μm) and silicon dioxide (SiO_2_, 20 nm and 2.34 μm) were purchased from Shanghai YunFu Nanotechnology Co., Ltd. (Shanghai, China), Fuchen Chemical Reagent Co., Ltd. (Tianjin, China), and Aladdin (Shanghai, China). Monoclonal anti-dinitrophenol (DNP)-IgE antibody, DNP-human serum albumin (HSA), and 4-nitrophenyl N-acetyl-β-D-glucosaminide were obtained from Sigma–Aldrich (St. Louis, USA). Antibodies as against phosphor-JNK, JNK, phosphor-LYN, LYN, phosphor-Plcγ1, Plcγ1, phosphor-P38, P38, phosphor-ERK1/2, ERK1/2, NF-κB, and β-actin were obtained from Cell Signaling Technology Inc. (Danvers, MA). ERK inhibitor U0126-EtOH and p38 inhibitor SB203580 were purchased from MedChem Express (Monmouth Junction, NJ, USA), PE-anti-mouse CD117 (c-kit), APC-anti-mouse FcϵRIα, and FITC-anti-mouse IgE antibodies were purchased from Biolegend (San Diego, CA, USA). Recombinant interleukin (IL)-3 and stem cell factor (SCF) were purchased from PeproTech (Cranbury, NJ, USA). Evans blue and formamide were obtained from Dalian Meilun Biotechnology Co. Ltd. (Dalian, China). The ovalbumin (OVA; grade V) was purchased from Sigma Company (St. Louis, USA), and aluminum hydroxide was purchased from Thermo Fisher Scientific (Massachusetts, USA).

### BMMC culture

Mouse bone marrow-derived mast cells (BMMCs) were isolated from BALB/c mouse femurs and cultured in complete RPMI-1640 with 100 U/mL penicillin, 100 U/mL streptomycin, 2 mM L-glutamine, 0.1 mM nonessential amino acids, 10% foetal bovine serum, 10 ng/mL IL-3, and 10 ng/mL SCF. After 4-6 weeks in culture, mast cell purity was evaluated by flow cytometry detection of cell-surface CD117 and FcϵRI expression.

### Cell viability assay

The BMMCs were seeded in 96-well plates at a density of 1×10^5^ cells/well and then were subsequently treated with Al_2_O_3_ (20 nm and 26.93 μm), TiO_2_ (20 nm and 1 μm), Fe_2_O_3_ (50 nm and 1 μm), and SiO_2_ (20 nm and 2.34 μm) at concentrations of 0, 50, 100, and 200 μg/mL for 1 hour. Cell viability was measured with the Cell Counting Kit 8 (CCK8) (Dojindo Laboratories, Tokyo, Japan) according to the manufacturer’s protocol.

### Measurement of mast cell degranulation in the IgE and non-IgE Pathways

For the IgE pathway, the BMMCs were sensitized with 500 ng/mL mouse anti-DNP IgE for 12 hours and then washed with Tyrode’s buffer before being dispensed into 96-well plates. For treated samples, the particles were applied for 1 hour. The molecule inhibitors (ERK inhibitor U0126-EtOH 5 μM/L, and p38 inhibitor SB203580 10 μM/L), were also applied for 1 hour. Subsequently, after stimulation with 100 ng/mL DNP-HSA for 30 min, the supernatant and cell lysate were reacted for 1.5 hours with 1 mM 4-nitrophenyl-N-acetyl-β-D-glucosaminide at 37 °C. The reaction was stopped with 0.2 M glycine solution. The optical density (OD) at 405 nm was measured with Multiskan GO (Thermo Fisher Scientific, Massachusetts, USA). For the non-IgE pathway, the BMMCs were not sensitized with mouse anti-DNP IgE and directly treated with the particles for 1 hour after seeding in 96-well plates. Compound 48/80 (Sigma–Aldrich, St. Louis, USA) served as the positive control. The β-hexosaminidase (β-hex) release was evaluated using the following formula: β-hex release (%) = absorbance of supernatant/(absorbance of supernatant + absorbance of cell lysates) × 100%.

### Experimental procedure for animal experiments

Female BALB/c mice, 6-8 weeks old, were purchased from Charles River Laboratories (Beijing, China) and used after 1 week of quarantine and acclimatization. All mice were maintained at conventional animal facilities under standard conditions. All animal use procedures were conducted in accordance with the National Institutes of Health and approved by Nanjing Medical University’s Institutional Animal Care and Use Committee (IACUC-2007037).

For the IgE-mediated PCA model, 20 female BALB/c mice were randomly divided into four groups: blank group, SiO_2_ group, DNP-HSA group, and DNP-HSA+SiO_2_ group. Briefly, BALB/c mice were injected intradermally with 500 ng of anti-DNP IgE into the left ear. After a 24-hour infiltration period, 200 μl of 5 mg/ml Evan’s blue solution containing 100 μg DNP-HSA and/or 10 mg/kg nano-SiO_2_ particles (about 200 μg/per mouse) was administered into the tail vein. One hour after the challenge, skin areas were photographed, and the thickness of the ears was measured with a dial thickness gauge after which the mice were euthanized. The dye was extracted from dissected ears in 700 μl of formamide for 12 hours at 62°C and quantitated by a spectrophotometer at 620 nm.

For the allergic asthma mouse model, 24 female BALB/c mice were randomly divided into four groups: blank group, OVA group, SiO_2_ group, and OVA+SiO_2_ group. The mice were sensitized on Days 0, 7, and 14 by an intraperitoneal injection of 50 μg of OVA (Sigma–Aldrich, Grade V) emulsified with 4 mg of aluminum hydroxide (Thermo Scientific) in 200 μL of phosphate-buffered saline (PBS). On Days 15 to 21, mice in the SiO_2_ and OVA+SiO_2_ groups were exposed to SiO_2_ solution (500 μg/mL, 50 µl per mouse) *via* intranasal instillation. On Days 19-21, mice in the OVA and OVA+SiO_2_ groups were challenged with a 1% (W/V) OVA solution *via* intranasal instillation.

### Measurement of airway hyperresponsiveness

Twenty-four hours after the last intranasal OVA challenge, airway hyperresponsiveness (AHR) in response to inhaled aerosolized methacholine was measured using the FlexiVent system (SCIREQ, Montreal, Canada) following the manufacturer’s protocol. The mice were subjected to tracheostomy and endotracheal intubation after anaesthetization with 50 mg/kg pentobarbital sodium (Sigma–Aldrich, St. Louis, USA) by intraperitoneal injection, and then the mice were connected to a ventilator. Aerosolized normal saline (0.9% NaCl) or a dose of methacholine (Sigma–Aldrich, St. Louis, USA) (6.25, 12.5, 25, and 50 mg/mL) was administered to the mice *via* a nebulizer. AHR was assessed by measuring the changes in lung resistance.

### Measurements of IgE, cytokines, histamine, and tryptase in BALF and serum

After measurement of AHR, bronchoalveolar lavage fluid (BALF) was collected by instilling and retrieving 0.5 mL of cold PBS into the lung tissues three times. Then, BALF was centrifuged at 1500 rpm for 10 min at 4°C, and supernatants were stored at −80°C until further use. The cell pellets were resuspended in 50 µL of sterile PBS to calculate the total cell counts using the TC20™ Automated Cell Counter (Bio–Rad Laboratories, Inc.). The levels of IL-4 and IL-6 in BALF supernatant were detected using a commercial ELISA kit (Multisciences (Lianke) Biotech Co., Ltd, Hangzhou, China) according to the manufacturers’ instructions. Blood was collected at the end of the experiment, and serum was acquired after allowing the blood to stand at room temperature for at least 2 hours. The levels of OVA-specific IgE (Cusabio Technology LLC, Wuhan, China), histamine (Elabscience Biotechnology Co., Ltd., Wuhan, China), and tryptase (Cusabio Technology LLC, Wuhan, China) in BALF and serum were measured using a commercial ELISA kit according to the manufacturers’ instructions.

### Lung histology and immunohistochemistry

For histological analysis, the left lung tissues were fixed in 10% neutral-buffered formalin (Biomics Biotech, Nantong, China). Paraffin-embedded lung tissues (5 mm thick) were subjected to hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS) staining to evaluate tissue inflammation and goblet cell metaplasia. Histological scores were determined by randomly selecting 6-8 different fields under a microscope and evaluated by a pathologist. The numbers of peribronchial and perivascular infiltrating inflammatory cells were scored as follows: 0, no cells; 1, a few cells; 2, a ring of inflammatory cells, one cell layer of peribronchial cells; 3, a ring of inflammatory cells, two to four cell layers of peribronchial cells; and 4, a ring of inflammatory cells, more than four cell layers of peribronchial cells. The mucus hypersecretion score by PAS staining was determined as follows: the percentage of the mucus-positive area of the whole bronchus was 0, ≤5%; 1, 5%-25%; 2, 25%-50%; 3, 50%-75%; and 4, >75%.

Immunohistochemistry of mast cell tryptase in lung tissue was performed using an anti-mast cell tryptase antibody (Affinity Biosciences, cat.DF6758). Heat-mediated antigen retrieval was performed after deparaffinization. The tissue sections were blocked with goat serum. Then, the tissue sections were incubated with 1 μg/mL rabbit anti-mast cell tryptase antibody overnight at 4°C. The sections were incubated with horseradish peroxidase (HRP)-conjugated secondary antibody at 37°C for 40 min. The tissue sections were developed using Streptavidin-Biotin-Complex (SABC) with diaminobenzidine (DAB) as the chromogen.

### Transmission electron microscopic analysis

For TEM analysis, mast cells were fixed with a fixative solution containing 2% paraformaldehyde and 2% glutaraldehyde in 0.1 M phosphate buffer (pH 7.4). Cells were then postfixed in 1% OsO4 at 4°C for 2 hours. After rinsing the fixative solution from the cells, the samples were dehydrated with a graded series of ethanol and embedded in epoxy resin. Thin sections were cut with a diamond knife and mounted on copper grids. The grids were stained for 30 min each in Reynolds’s lead citrate and aqueous uranyl acetate. Ultrathin sections (thickness 70 nm) were observed under an electron microscope (HT7700, HITACHI, Japan) at 80 kV.

### Scanning transmission X-ray microscopy, STXM

The mast cells were detached from the culture medium and washed with phosphate-buffered saline (PBS) three times. Then, they were fixed with 10% neutral formalin for 10 min and dehydrated by a graded dehydration series of ethanol solution, including 70% (40 min), 80% (15 min), 90% (10 min), and 100% (10 min) ethanol solutions, at room temperature (19). Finally, the cell suspension was dropped onto a special microporous gold mesh (UltrAuFoil, Ted Pella Inc.). The mesh size was 2 μm, and the thickness of the gold mesh was only 50 nm, so soft X-rays could still be effectively transmitted. The key question of the possible intake of silicon dioxide nanoparticles by mast cells was studied by scanning transmission microscopy (STXM) at beamline station BL08U1a at Shanghai Synchrotron Radiation Facility (SSRF) (20). The microscope used a soft X-ray in the energy ranging from150-2000 eV to image a sample. The dual-energy imaging method was used in the experiment (21), whereby the value of dual-energy was set as 1840 eV for pre-edge and 1848 eV for on-the-edge. The energy value was calibrated against the reference spectrum recorded from a standard sample (nano-SiO_2_).

### Flow cytometry detection

Mature BMMCs were collected in 6-well plates. Nano-SiO_2_ was incubated with non-IgE-sensitized BMMCs for 12 hours and then added APC anti-mouse FcϵRIα antibody (Biolegend, CA, USA) to detect the effect of nano-SiO_2_ exposure on the expression of FcϵRI in unsensitized mast cells. Similarly, BMMCs were first incubated with anti-DNP IgE to sensitize, washed to remove unbound anti-DNP IgE, then treated with nano-SiO_2_ and anti-DNP IgE, and finally added APC anti-mouse FcϵRIα antibody (Biolegend, CA, USA) and FITC anti-mouse IgE antibody (Biolegend, CA, USA) to detect the effect of nano-SiO_2_ exposure on FcϵRI expression and IgE binding in IgE-sensitized mast cells.

### Transcriptome sequencing

Mature BMMCs were collected after treatment with nano-SiO_2_ particles for transcriptome sequencing analysis. The experiment was divided into four groups: blank control, DNP-HSA, SiO_2_, and DNP-HSA+SiO_2_. We performed 2×150 bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-BioTechnology CO., Ltd., Hangzhou, China) following the vendor’s recommended protocol. Bioinformatics analysis was performed using the OmicStudio tools at https://www.omicstudio.cn/tool.

### Western blotting

Western blotting was used to investigate the effects of nano-SiO_2_ particles on the activation of the FcϵRI signaling regulatory proteins LYN and Plcγ1 and the MAPK signaling proteins P38, JNK, ERK1/2, and NF-κB. BMMCs were sensitized with 500 ng/mL DNP-IgE overnight, washed twice with Tyrode’s buffer, and placed in Tyrode’s buffer. After incubating with or without nano-SiO_2_ particlesat 37°C for 1 hour, BMMCs were stimulated with 100 ng/mL DNP-HSA for 5 to 30 min. Cells were lysed in RIPA buffer (Beyotime, Beijing, China) with protease inhibitor cocktail (Med Chem Express, Monmouth Junction, NJ) and phosphatase inhibitor cocktail (Beyotime, Beijing, China). Cell lysates were centrifuged at 12,000 rpm for 15 min. Supernatants were mixed with a loading sample buffer (Thermo Fisher Scientific) and denatured by heating for 10 min at 100°C. Proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Merck Millipore, Billerica MA). After incubation with a primary antibody in Tris-buffered saline with 0.1% Tween 20 buffer that containing 5% bovine serum albumin, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 hour at room temperature with shaking. Chemiluminescence reagents (Biosharp, Hefei, China) were applied according to the manufacturer’s protocol. Western blot images were captured using a Tanon 5200 Multi chemiluminescent imaging system (Tanon Science & Technology Co., Ltd, Shanghai, China).

### Statistical analysis

Descriptive parameters, such as the means and standard deviations (SD) and the frequencies and percentages for categorical data, were calculated. For normally distributed data, the independent Student’s t test or one-way analysis of variance (ANOVA) was used to compare different groups. *P*<0.05 was considered statistically significant. Analyses were performed using GraphPad Prism version 8.0 software (GraphPad Software, Inc., San Diego, CA, USA).

## Results

### Cytotoxicity of particle exposure on mast cells

First, we determined whether the different-sized particles posed toxic effects on mast cells. BMMCs were incubated with different doses of particles of different sizes (0 to 200 μg/mL). As shown in **Figure 1** **A**, the results suggested that exposure to high doses (200 μg/mL) of the particles could induce pronounced toxicity to mast cells. In contrast, some particles at low doses (50 and 100 μg/mL) showed minimal toxic effects on BMMCs. Among the particles, both 50 nm and 1 μm Fe_2_O_3_ showed strong cytotoxicity with increasing concentration.

**Figure 1:**
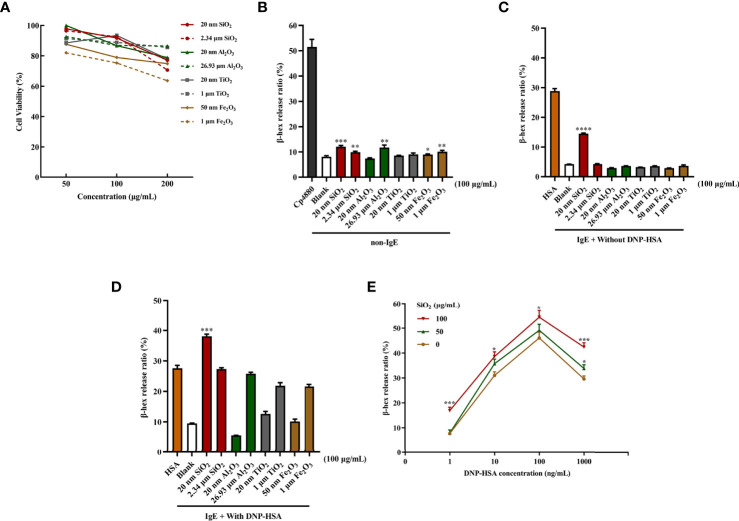
Particle exposure induced cytotoxicity and degranulation of mast cells. **(A)** Cytotoxicity of particle exposure on mast cells. **(B)** Non-IgE pathway-mediated mast cell activation. BMMCs were not sensitized with anti-DNP IgE and directly treated with particles of different sizes. Compound 48/80 was used as the positive control. The comparator was the blank control. **(C)** BMMCs were sensitized with anti-DNP IgE before treatment with different particle sizes but without DNP-HSA stimulation. DNP-HSA stimulation was used as the positive control. The comparator was the blank control. **(D)** IgE-mediated mast cell degranulation. BMMCs were sensitized with anti-DNP IgE before treatment with particles of different sizes and stimulated with DNP-HSA. The comparator was the DNP-HSA stimulation group. **(E)** Effects of different doses of 20 nm SiO_2_ exposure on FcϵRI-mediated mast cell degranulation. All data are presented as the mean ± SD. The unpaired t test or ordinary one-way ANOVA was used to compare different groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Particle exposure to non-IgE- and IgE-mediated mast cell degranulation

Mast cell degranulation was assayed by measuring the release of β-hexosaminidase by mast cells into the culture supernatants. For non-IgE pathway-mediated mast cell activation, compared with the blank control, SiO_2_ (20 nm and 2.34 μm), Al_2_O_3_ (26.93 μm), and Fe_2_O_3_ (50 nm and 1 μm) showed stimulatory effects on mast cell activation with statistical significance at 100 μg/mL. However, the activation effects were very slight to a certain degree, while Fe_2_O_3_ probably had a cytotoxic effect on mast cells (**Figure 1** **B**). The activation effects were even milder at low concentrations (25 and 50 μg/mL). Conversely, for IgE-mediated mast cell degranulation, the BMMCs were sensitized with anti-DNP IgE before the addition of the particles at different doses. Compared with the blank control, only the 20 nm SiO_2_ particles at 100 μg/mL significantly activated mast cells after IgE sensitization, improving the activation rate by approximately 10%, while other particles stimulation alone did not (**Figure 1** **C**). Interestingly, when IgE-sensitized mast cells were first incubated with the particles and then activated by the addition of DNP-HSA, compared with the DNP-HSA stimulation positive control, only the 20 nm SiO_2_ particles at 100 μg/mL significantly increased the release of β-hexosaminidase, improving the activation rate by over 10%, while other particles’ stimulation alone did not (**Figure 1** **D**). However, at low concentrations (25 and 50 μg/mL), none of the particles with or without DNP-HSA stimulation significantly activated mast cells. In addition, a dose-response relationship was observed for 20 nm SiO_2_ particles exposure with increasing DNP-HSA stimulating concentrations. Mast cells showed the most significant activation effect at a 20 nm SiO_2_ particles concentration of 100 μg/mL and DNP-HSA concentration of 100 ng/mL (**Figure 1** **E**).

### Nano-SiO_2_ particles Promote IgE-mediated PCA mouse model

We used an IgE-mediated PCA model to examine the effects of nano-SiO_2_ particles on IgE-mediated allergic reactions *in vivo*, which was quantified by the amount of Evan’s blue dye in the IgE-sensitized mouse area. As shown in **Figure 2**, compared with the blank group, Evan’s blue extravasation (**Figures 2** **A, B**) and ear thickness (**Figure 2** **C**) in mice were significantly increased after treatment with nano-SiO_2_ particles and DNP-HSA, demonstrating vascular hyperpermeability. Compared with the DNP-HSA group, the nano-SiO_2_ particles treatment significantly enhanced Evan’s blue extravasation.

**Figure 2:**
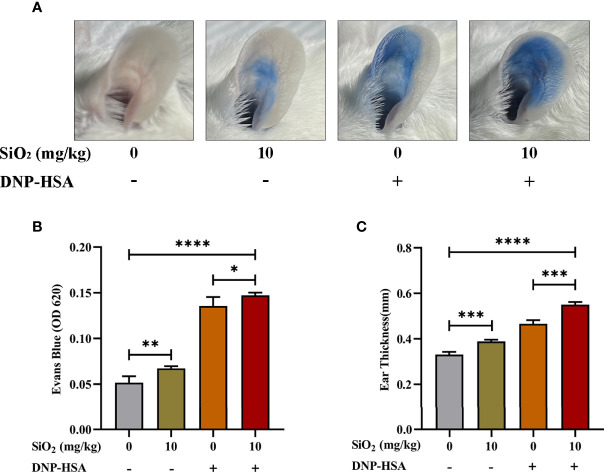
Nano-SiO_2_ particles promote IgE-mediated PCA in mice. **(A)** Representative images of PCA mouse ears. **(B)** Nano-SiO_2_ particles increase PCA-induced Evan’s blue extravasation (OD620nm) and **(C)** promote PCA-induced ear thickening. The data are presented as the mean ± SD. The unpaired t test or ordinary one-way ANOVA was used to compare different groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Nano-SiO_2_ particles exposure exacerbates OVA-induced allergic asthma

We used an OVA-induced allergic asthma mouse model to further verify whether nano-SiO_2_ particles could activate mast cells *in vivo* and the effects of nano-SiO_2_ particles on the development of OVA-induced allergic asthma airway inflammation in mice. Several parameters related to airway inflammation and bronchial hyperresponsiveness were determined to evaluate the impact of nano-SiO_2_ particles exposure on the morphological abnormality and dysfunction of the airway.

Airway hyperresponsiveness (AHR) was measured after the last intranasal OVA challenge. Compared with the PBS-treated blank group, airway resistance (Rrs) values were significantly elevated to various degrees in the SiO_2_ exposure, OVA, and OVA+SiO_2_ groups (**Figure 3** **B**). In particular, the Rrs values were significantly increased in the OVA+SiO_2_ compared with the OVA group (*P*<0.01). These data suggested that exposure to nano-SiO_2_ particles could affect airway function and increase airway resistance.

**Figure 3:**
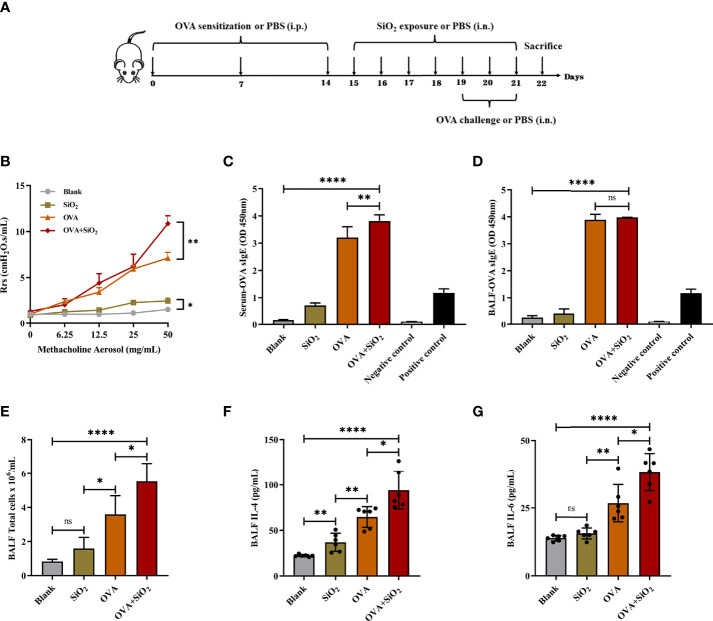
Effect of 20 nm SiO_2_ exposure on the allergic asthma mouse model. **(A)** The schedule for the OVA-induced asthma model and the procedure of intranasal instillation of 20 nm SiO_2_ or PBS in the OVA-induced asthma model. **(B)** Measurement of airway hyperresponsiveness in the OVA-induced asthma model. The values of respiratory system resistance (Rrs) were measured 24 h after the last OVA challenge by exposure to increasing doses of methacholine. Data are presented as the mean ± SEM. **(C, D)** Levels of OVA-specific IgE in BALF and serum. **(E)** Total cell counts in BALF of the OVA-induced asthma model. Data are presented as the mean ± SD. **(F, G)** Levels of IL-4 and IL-6 in BALF supernatant of the OVA-induced asthma model. Data are presented as the mean ± SD. The unpaired t test or ordinary one-way ANOVA was used to compare different groups. *P < 0.05, **P < 0.01, ****P < 0.0001. ns, no significance.

IgE, cytokines, and histamine are important inflammatory transmitters and activators in allergic respiratory diseases. The levels of OVA-specific IgE (sIgE), histamine, and tryptase in BALF and serum were measured. As shown in **Figure 3**, compared with the OVA alone group, the levels of OVA-sIgE in serum were significantly increased when exposed to OVA+SiO_2_, although a similar trend was not observed in BALF (**Figures 3** **C, D**). Moreover, the total BALF inflammatory cells in allergic asthma mice exposed to nano-SiO_2_ particles were significantly higher than those in the blank and OVA groups (**Figure 3** **E**). The levels of IL-4 and IL-6 in the BALF supernatant were detected. Nano-SiO_2_ particles exposure significantly increased IL-4 and IL-6 in BALF between the OVA group and OVA+SiO_2_ group (**Figures 3** **F, G**). In addition, compared with that in the blank control group, IL-4 secretion, but not IL-6 secretion, was elevated in the SiO_2_ exposure group. Histamine levels in both serum and BALF were increased to varying degrees after exposure to nano-SiO_2_ particles compared with the blank control. Moreover, histamine was also significantly higher in the OVA+SiO_2_ group than in the OVA alone group (**Figures 4** **A, B**). However, exposure to nano-SiO_2_ particles did not significantly increase the level of tryptase secretion, nor did it show a difference between the OVA alone group and the OVA+SiO_2_ group (**Figures 4** **C, D**).

**Figure 4:**
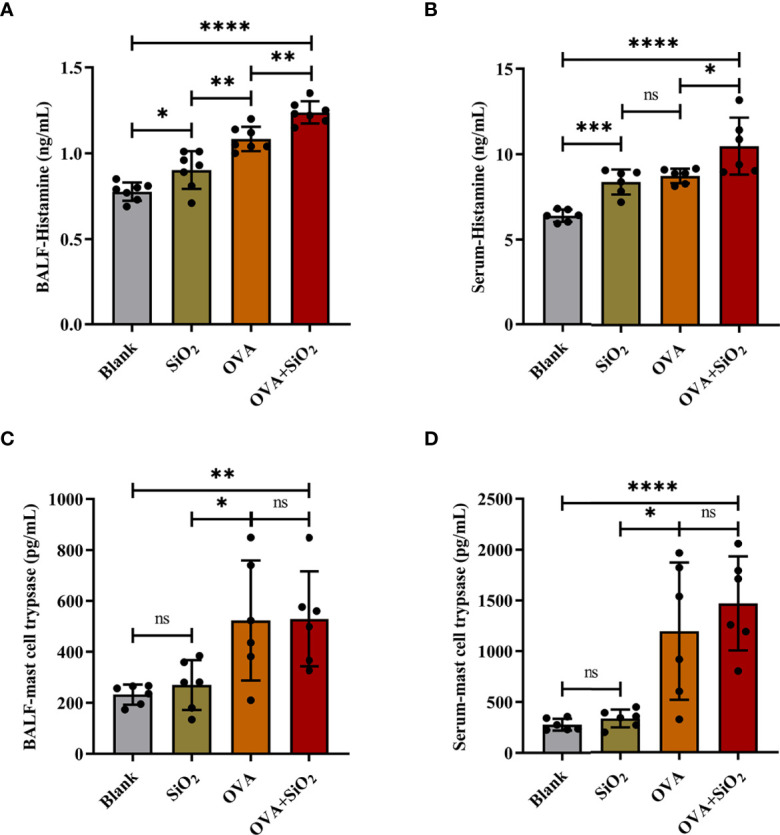
The levels of histamine and mast cell tryptase in BALF and serum of the OVA-induced asthma model. Data are presented as the mean ± SD. The unpaired t test or ordinary one-way ANOVA was used to compare different groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns, no significance.

Representative images of lung histology and immunohistochemistry are shown in **Figure 5**. The blank control group exhibited a normal lung tissue structure and clear pulmonary alveoli. The SiO_2_ exposure group showed slight congestion of the alveolar walls, slight thickening of the bronchiolar walls, and a small amount of inflammatory cell infiltration around the bronchioles. Histological analysis showed peribronchial and perivascular inflammation in all OVA-treated groups. OVA+SiO_2_ exposure induced more serious alveoli and bronchial injuries than OVA exposure alone. The inflammatory injury was characterized by hemorrhage, edema, a thickened alveolar wall, and pronounced inflammatory infiltrates within the interstitial and alveolar spaces. The alveolar cavity and bronchioles were structurally collapsed, and epithelial cells were destroyed, with more goblet cell hyperplasia. After exposure to nano-SiO_2_, airway inflammation and mucus hypersecretion scores were significantly elevated in the OVA+SiO_2_ group (**Figures 5** **A, B**). Moreover, the immunohistochemistry analysis of mast cell tryptase in lung tissue showed that the anti-mast cell tryptase antibody-positive cells had more aggregation in the OVA+SiO_2_ group than in the OVA alone group (**Figure 5** **C**). Taken together, our data indicated that nano-SiO_2_ particles exposure exacerbated allergic airway inflammation, triggered goblet cell proliferation, recruited mast cells, increased histamine secretion, and enhanced airway responsiveness.

**Figure 5:**
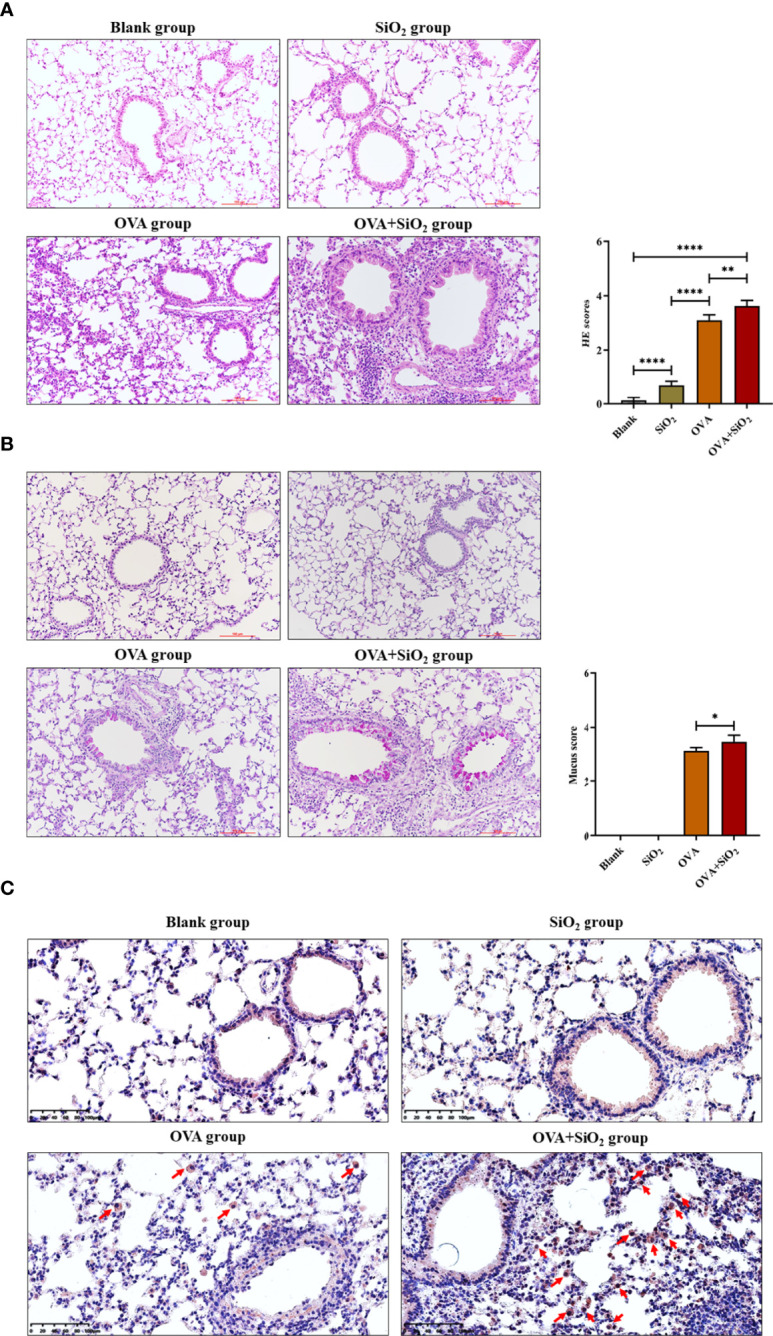
Representative images of lung histology and immunohistochemistry. **(A)** Lung tissue stained with hematoxylin and eosin (H&E) (× 200). **(B)** Lung tissue stained with periodic acid-Schiff stain (PAS) (× 200). **(C)** Immunohistochemistry analysis of mast cell tryptase in lung tissue. The arrow indicates anti-mast cell tryptase antibody-positive cells. Data are represented as the means ± SD. The unpaired t test was used to compare different groups. *P < 0.05, **P < 0.01, ****P < 0.0001.

### STXM and TEM analyses show that nano-SiO_2_ can enter the mast cells

The results of dual-energy imaging of the two samples are shown in **Figure 6** **A**. Sample 16 was a dehydrated cell with silica particles (**Figure 6A** **a, b, c**), and sample 27 was an empty cell for comparison (**Figure 6A** **d, e, f**). Fig. (c) and (f) show the derived results of dual-energy imaging with diffuse distributions of yellow dots. Because the energy of the silicon K-edge was close to the upper limit of the energy range of the beamline, the light flux dropped to a low level. The counting rate of the signals was low, which led to a poor signal-to-noise ratio in the processed images, so it was impossible to obtain a clear and distinguishable element distribution map. Nevertheless, a statistical analysis of the frequency of occurrence of likelihood (FOL), “yellow dots” in the dual-energy map, could provide helpful hints as to whether SiO_2_ particles were included in the sample. A statistical box with a size of 1 μm × 1 μm, shown as white-dashed boxes in the figure, was used in the analysis. They were chosen to be positioned over mesh holes where X-rays have better penetration and therefore more effective signals for silicon content. From the direct-scanned images of Figure (d) and (e), it could be seen that there was no cell coverage on the golden mesh in the Y1 and Y2 areas, so the FOL should be mainly from the background noise. The gold mesh in area J1 was covered with cells, but its FOL was the same as that for the bare area within the error bar of the statistical range (**Table 1**). This result suggested that sample 27 was an empty cell. The same method was used to analyze sample 16 (Figure c). The direct-scanned images are in **Figure 6** **Aa, b**) revealed no obvious cell sample coverage on the golden mesh in areas X1 and X2, and the FOLs for both were relatively close (**Table 1**), which could be considered background noise. The gold mesh of the I1 region was covered with cells, and a high FOL was recorded, which was almost doubled, strongly suggesting that the cells were loaded with SiO_2_ particles. Furthermore, we noted that the background noise for sample16 was greater than that for sample 27, which was related to the instrument and did not necessitate cross-checking. To summarize the dual-energy imaging results, clear elemental distribution mapping was not possible due to the low signal-to-noise ratio. Nevertheless, a statistical analysis of loaded cell samples demonstrated a high FOL number in the area covered by cells, suggesting the presence of silicon nanoparticles in the cells.

**Figure 6:**
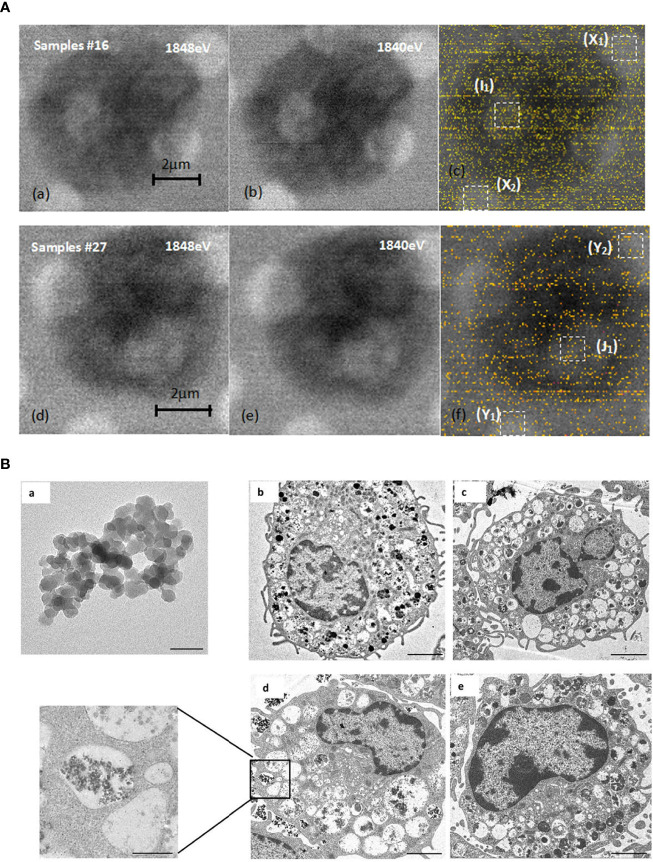
STXM and TEM analysis. **(A)** Comparison of dual-energy imaging between cells (samples #16) loaded with SiO_2_ nanoparticles, images shown in **(a)**, **(b)**, **(c)**, and empty cells (sample #27), with the images shown in **(d, e, f)**. **(B)** SiO_2_ promoted mast cell degranulation. **(a)**. Transmission electron microscope image of 20 nm SiO_2_ (×1000 k, bar=50 nm). **(b–e)**. Representative transmission electron microscope images of mast cells. b: Blank group (×2.5 k, bar=2 μm); c: DNP-HSA group (×2.0 k, bar=2 μm); d: DNP-HSA+SiO_2_ group (×2.5 k, bar=2 μm; ×10 k, bar=500 nm); e: SiO_2_ group (×3.0 k, bar=2 μm).

**Table 1:** Statistical analysis of FOL on samples at various areas marked by white-dashed boxes.

Sample	27 (empty cell)			16 (cell with silica particles)		
Area	Y1	Y2	J1	X1	X2	I1
FOL	13 ± 2	13 ± 2	17 ± 2	30 ± 2	36 ± 2	71 ± 2

FOL, frequency of occurrence of likelihood.

We further investigated whether nano-SiO_2_ particles could enter mast cells and promote degranulation. The morphology of mast cells and SiO_2_ was investigated by transmission electron microscopy (TEM). Compared with the control group, the cells treated with DNP-HSA or DNP-HSA+SiO_2_ exhibited obvious morphological changes, such as deformation, shrinkage, secretory granule release, sparse intracellular particles, and vacuolated cytoplasm, altogether indicating the occurrence of degranulation (**Figure 6** **B**) (22). However, there was no clear morphological change in mast cells in the SiO_2_ group, which seemed to indicate that treatment with SiO_2_ alone was insufficient to cause obvious degranulation. Compared with the DNP-HSA group, an increased degree of intracellular vacuoles was observed in DNP-HSA+SiO_2_. Moreover, we found nano-SiO_2_ particles inside the mast cells. These results showed that nano-SiO_2_ particles could enter the mast cells and exert a synergistic sensitization effect through the IgE pathway.

### Effects of nano-SiO_2_ exposure on the gene expression profile in mast cells

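BMMCs are mast cells grown from mouse bone marrow, and DNP-HSA is the antigen that cross-links anti-DNP IgE bound to their surface. The paper's text does not say whether the sequenced cells had been sensitized with this IgE. RNA from blank, SiO_2_, DNP-HSA and DNP-HSA+SiO_2_ cells (4 groups, n = 3 libraries per group) was sequenced in paired reads of 150 bases. In each group 1 library carries no number in its label and the other two carry the numbers 1 and 2. Nothing in the labels or the paper's text says that the 3 libraries of a group come from separate cultures, so the p-values measure the spread between these libraries. The authors' values are FPKM and estimated counts per isoform, and within a library each estimated count is the FPKM times the isoform length times a constant, rounded up. Levels are given as CPM, the counts scaled to the TMM library size. The estimated counts per library totalled 61103909 to 67839507 in the blank group (median 62371985), 60634426 to 70921993 in the SiO_2_ group (median 66905115), 66678016 to 76718065 in the DNP-HSA group (median 68005811) and 55737606 to 67548949 in the DNP-HSA+SiO_2_ group (median 65260054). Mitochondrially encoded genes took 2.83% to 6.06% of the counts. Counts were summed per gene, and the 12862 genes with an FPKM of at least 1 in at least 3 of the 12 libraries were tested with edgeR's quasi-likelihood F-test, with TMM scaling, all libraries in one fit and Benjamini-Hochberg adjustment over the genes of each comparison. The comparisons, the filter and 33 lists holding 580 genes were set before the deposited values were examined. The paper's results, values of Figure 7E among them, had been seen by then. Lists on themes that the paper reports from these libraries are therefore no independent support for it. All log2 changes are relative to the TMM scale: on the TPM scale the median of all genes shifts by -0.33 for SiO_2_, -0.27 for DNP-HSA and -0.38 for DNP-HSA+SiO_2_, each against blank. The 4 libraries with no number stood apart from the other 8 libraries. *Mcpt8*, a basophil protease gene, was at 20.7 to 24.3 FPKM in the former and at 0.774 to 5.32 in the latter, and *Lyz2*, the lysozyme gene of macrophages and neutrophils, was at 3.04 to 3.71 FPKM in the former and at 17.9 to 87.8 in the latter. The other 8 differed among themselves: *Lyz2* was at 60.1 to 87.8 FPKM and *S100a8*, a neutrophil gene, at 5.89 to 7.19 in blank 1, SiO_2_ 1, DNP-HSA 2 and DNP-HSA+SiO_2_ 2, and at 17.9 to 34.0 and 0 to 0.294 in the remaining 4. The 3 libraries of a group are therefore not technical repeats of the same RNA.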

To deeply investigate the details of the nano-SiO_2_ particles effects, we examined the gene expression profile alterations after nano-SiO_2_ particles treatment in BMMCs. The difference analysis between the groups showed that 285 genes were significantly expressed after treatment with nano-SiO_2_ particles. 

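Compared with the blank group, 8 of the 12862 genes tested rose in the SiO_2_ group and none fell at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). *Nr4a1*, *Nr4a2* and *Nr4a3* encode orphan nuclear receptors, and *Egr3* and *Fosl2* encode transcription factors of the early growth response and AP-1 families. *Dusp4* encodes a phosphatase of MAP kinases, *Per1* a component of the circadian clock, and the remaining locus, *Gm15635*, has only a provisional symbol and was named because the count is small. *Nr4a3* (ENSMUSG00000028341, chromosome 4 of GRCm38, 48045153 to 48086447) rose from 9.25 ± 1.39 CPM (SD, n = 3 libraries) to 1796 ± 1268, a log2 change of 7.60 (standard error 0.76, adjusted p = 0.00359 from edgeR). *Nr4a2* (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) rose from 9.78 ± 3.36 to 727.8 ± 402.0 CPM (log2 change 6.22, standard error 0.58). *Egr3* (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) rose from 59.5 ± 24.2 to 3270.0 ± 2153 (log2 change 5.78, standard error 0.57), and both had the same adjusted p as *Nr4a3*. *Dusp4*, *Fosl2* and *Per1* had log2 changes of 4.20, 3.90 and 2.00 (adjusted p = 0.0362, 0.0151 and 0.0208). For *Gm15635* the log2 change was 5.96 (adjusted p = 0.0196). In all 8 genes every SiO_2_ library was above every blank library. At an unadjusted p under 0.05, 744 genes were higher and 289 lower in the SiO_2_ group, and the libraries of the 2 groups did not overlap in 1863 genes (14.5% of those tested, where chance gives 10% for libraries that are not paired). The count of 8 fell to 2 without the unnumbered blank library, to 2 without blank library 1, to 4 without the unnumbered SiO_2_ library and to 0 without all 4 unnumbered libraries, where the adjusted p of *Nr4a3* and *Nr4a2* was 0.0609 and that of *Egr3* 0.0717. *Nr4a2* and *Egr3* passed in each of the 6 fits that left out a single library of either group, *Per1* and *Fosl2* in 2 of them and *Dusp4* in 1. Blank and SiO_2_ libraries of equal number are paired in their values. With the number as a replicate block over all 12 libraries 5 genes rose, the 3 *Nr4a* genes, *Egr3* and, not among the 8, *Nfkbid* (adjusted p = 0.0107), and *Dusp4*, *Fosl2*, *Per1* and *Gm15635* did not pass (adjusted p = 0.0969, 0.0618, 0.0663 and 0.0618). With the block within blank and SiO_2_ and, apart from these, within the other two groups, *Egr3*, *Per1*, *Fosb* and *Klf4* passed (adjusted p = 0.049 each) and the 3 *Nr4a* genes did not (*Nr4a1*, *Nr4a2* and *Nr4a3*, 0.0612 each), with log2 changes of 6.24, 6.12 and 7.37. This block and a fit by DESeq2 were chosen after seeing the data, while limma on log2(FPKM + 1) was the planned test for FPKM alone. The genes higher and lower numbered 29 and 1 by limma and 258 and 19 by DESeq2.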

The differentially expressed genes were further searched and analyzed in the GeneCards database, and 135 differentially expressed genes were found to be related to oxidative stress, suggesting that the exposure of nano-SiO2 particles may cause oxidative stress in mast cells.

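The paper's text does not list the oxidative stress genes it found through GeneCards, and that search was not repeated. The lists used here are other and smaller sets, so their counts do not test the paper's number. No gene of 3 lists fixed for oxidative stress passed the test over all genes in the SiO_2_ group. Among 23 targets of NRF2, the transcription factor that responds to oxidants, none passed (edgeR, Benjamini-Hochberg), and *Srxn1*, which encodes sulfiredoxin, was the only member to pass when adjusted over the list alone. *Srxn1* (chromosome 2 of GRCm38, 152105516 to 152111376) was at 116.8 ± 18.2 CPM in the blank group and 1426 ± 1193 in the SiO_2_ group (SD, n = 3), a log2 change of 3.61 (standard error 0.75, adjusted p = 0.124). *Hmox1*, which encodes heme oxygenase 1, had a log2 change of 2.07 (standard error 0.78, adjusted p = 0.488), *Nqo1* of 0.07 (adjusted p = 0.994) and *Txnrd1* of 0.73 (adjusted p = 0.677). None of 18 antioxidant enzyme genes and none of 3 metallothionein and zinc genes passed, over all genes or when adjusted over the list alone, and the superoxide dismutase gene *Sod1* had a log2 change of 0.36 (standard error 0.27, adjusted p = 0.825). Among 17 heat shock genes, *Hspa1b* and *Dnajb1*, whose products help proteins refold, were among 3 that passed when adjusted over the list alone (log2 changes of 5.97 and 3.91, adjusted p = 0.142 and 0.124 over all genes). As sets compared with other genes by camera, the NRF2 targets and heat shock genes were higher (adjusted p = 0.00688 and 7.05e-06 at a preset correlation of 0.01), with adjusted p = 0.185 and 0.21 with an estimated correlation. The antioxidant enzymes (adjusted p = 0.224) and metallothioneins (adjusted p = 0.731) did not pass that test. Without the 4 unnumbered libraries the adjusted p was 0.0616 for the NRF2 targets and 6.39e-05 for the heat shock genes. These 2 values are from camera at the preset correlation, and an estimated one was not run for this fit. Beside these counts of 0, 8 of the 12862 genes of any kind passed the same test over all genes. With so few calls, a count of 0 does not set these lists apart. At an unadjusted p under 0.05, 1033 genes of any kind passed, and by DESeq2, run after seeing the data, *Hspa1a* passed (adjusted p = 2.81e-06).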

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were used to analyze these differentially expressed genes. 

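Of the 33 lists, that of immediate early transcription factors, which cells switch on soon after a stimulus, held the most genes that rose in the SiO_2_ group. Of 27 such genes, 5 rose against the blank group over all genes tested (*Nr4a1*, *Nr4a2*, *Nr4a3*, *Egr3* and *Fosl2*) and 22 were higher when adjusted over the list alone (edgeR, Benjamini-Hochberg). With libraries paired by number within blank and SiO_2_, the members that passed over all genes were *Egr3*, *Fosb* and *Klf4*. *Atf3*, a stress-responsive factor, had a log2 change of 7.29 (standard error 1.57, adjusted p = 0.128) and *Jun*, a subunit of AP-1, of 3.48 (standard error 0.75, adjusted p = 0.128). Cytokine genes also had higher values: of 15 tested, none passed over all genes and 12 were higher when adjusted over the list alone. *Il13*, a type-2 cytokine of allergic inflammation (chromosome 11 of GRCm38, 53631324 to 53634702), was at 1.75 ± 0.767 CPM in the blank group and 643.5 ± 706.3 in the SiO_2_ group (SD, n = 3; log2 change 8.52, standard error 1.53, adjusted p = 0.0779). Among 10 chemokine genes, 5 passed when adjusted over the list alone and none over all genes, *Ccl7*, an attractant of monocytes, with a log2 change of 7.24 (standard error 1.26, adjusted p = 0.0733). Of 18 p53 target and apoptosis genes, *Plk3*, *Gadd45b*, *Cdkn1a* and *Bcl2l11* passed when adjusted over the list alone and none over all genes, and *Bcl2l11*, which encodes the pro-apoptotic protein BIM, had a log2 change of 2.47 (standard error 0.77, adjusted p = 0.371). None of 20 cell cycle genes passed either way, and the proliferation marker *Mki67* had a log2 change of -0.42 (standard error 0.75, adjusted p = 0.963). Set against other genes by camera, the immediate early genes were higher (adjusted p = 1.78e-60, and adjusted p = 0.0262 with an estimated correlation, or 0.38 when libraries are also paired). Cytokines (adjusted p = 6.19e-18), chemokines (4.57e-08) and p53 targets (0.00862) passed as well, but had adjusted p = 0.177, 0.185 and 0.689 with an estimated correlation, and the cell cycle genes did not pass (adjusted p = 0.967). Without the 4 unnumbered libraries immediate early genes, cytokines, chemokines and p53 targets passed camera at the preset correlation (adjusted p = 1.38e-74, 9.75e-25, 8.28e-14 and 0.000502). An estimated correlation was not run for that fit. Beside the counts of 0 in some of these lists, 8 of the 12862 genes of any kind passed over all genes, and 1033 at an unadjusted p under 0.05.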

As shown in **Figure 7** **A**, in terms of biological process, differentially expressed genes were mainly enriched in transcriptional regulation, signal transduction, apoptosis process, inflammatory response, cell proliferation, phosphorylation, and positive regulation of ERK1/2 cascade, etc. In terms of cellular component, the cellular structural positions where differentially expressed genes perform their functions were mainly located in the nucleus, cytoplasm, and cell membrane. In terms of molecular function, the activities of gene products at the molecular level mainly involved protein binding, metal ion binding, DNA and nucleic acid binding, and hydrolase activity. Further, taking the Top 20 terms with the smallest *p*-value for GO enrichment scatterplot display, GO enrichment analysis showed that the genes were enriched in MAP kinase tyrosine/serine/threonine phosphatase activity, protein tyrosine/threonine phosphatase activity, and regulation of the ERK1 and ERK2 cascades (**Figure 7** **B**). 

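Dual-specificity phosphatases of the MAP kinases remove the activating phosphates from ERK, JNK and p38. Of 10 tested, *Dusp4* rose over all genes and 7 were higher when adjusted over the list alone (*Dusp1*, *Dusp4*, *Dusp5*, *Dusp6*, *Dusp8*, *Dusp10* and *Dusp16*; edgeR, Benjamini-Hochberg). *Dusp4* (ENSMUSG00000031530, chromosome 8 of GRCm38, 34807297 to 34819894) rose from 38.1 ± 6.61 CPM in the blank group to 701.0 ± 334.4 (SD, n = 3). *Dusp6*, which acts on ERK, was at 26.8 ± 16.0 and 449.0 ± 399.2 CPM (log2 change 4.06, standard error 0.85, adjusted p = 0.124), *Dusp5* had a log2 change of 4.05 (standard error 0.79, adjusted p = 0.11) and *Dusp10* of 2.53 (standard error 0.51, adjusted p = 0.114). In the DNP-HSA+SiO_2_ group *Dusp5* and *Dusp10* rose against blank (log2 changes of 4.29 and 2.67, adjusted p = 0.0475 and 0.0494). Of 9 feedback inhibitors of the ERK pathway, 8 had higher values with SiO_2_. None passed over all genes, and the Sprouty genes *Spry1* and *Spry2* and the EGFR inhibitor gene *Errfi1* were higher when adjusted over the list alone (log2 changes of 6.45, 3.10 and 3.98, adjusted p = 0.106, 0.139 and 0.147 over all genes). Against other genes, camera gave an adjusted p of 1.46e-15 for the phosphatases and 1.69e-05 for the inhibitors, with adjusted p = 0.102 and 0.122 with an estimated correlation. Without the 4 unnumbered libraries camera at the preset correlation gave 6.8e-20 and 1.16e-07, and an estimated one was not run. The call of *Dusp4* with SiO_2_ held in 1 of the 6 fits without a single library (adjusted p of 0.0412 to 0.32), as did those of *Dusp5* and *Dusp10* with DNP-HSA+SiO_2_ (up to 0.213 and 0.228). With the library number as a block, *Dusp4* did not pass with SiO_2_ (log2 change 4.18, adjusted p = 0.0969, and 4.12, adjusted p = 0.183, with the block within blank and SiO_2_). Without the 4 unnumbered libraries the adjusted p of *Dusp4* with SiO_2_ against blank was 0.23. Those of *Dusp5* and *Dusp10* with DNP-HSA+SiO_2_ against blank were 0.204 and 0.0613.

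**Figure D1:**
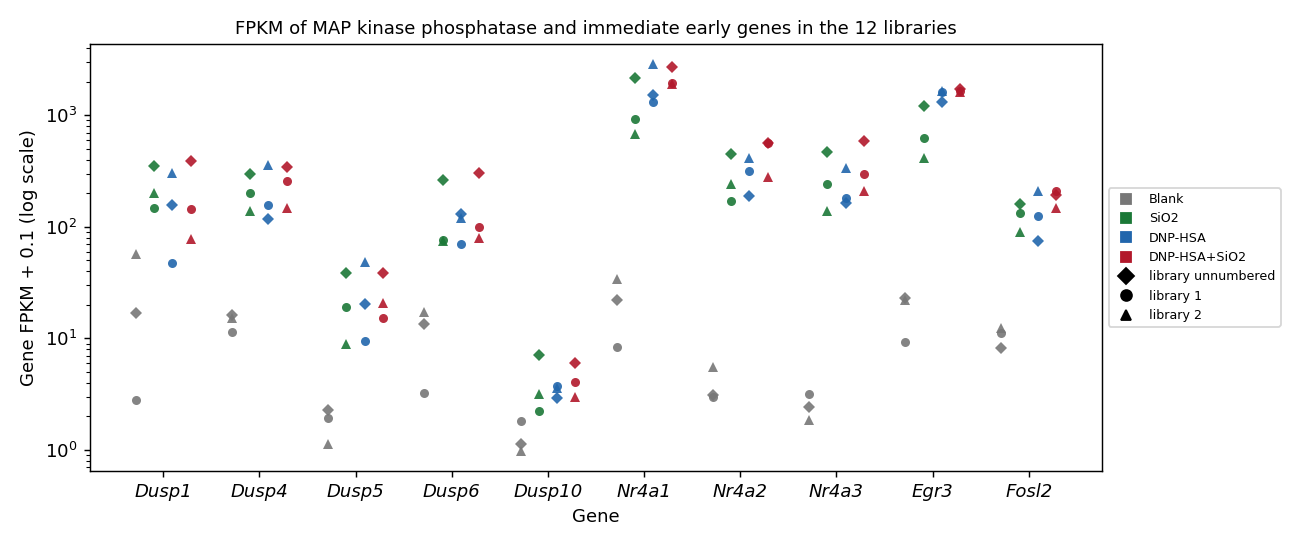
FPKM (log axis, 0.1 added) of 5 phosphatase genes of MAP kinases and 5 transcription factor genes in each of the 12 libraries of BMMCs. Grey marks blank, green SiO_2_, blue DNP-HSA and red DNP-HSA+SiO_2_ libraries, and diamonds mark the libraries with no number, circles number 1 and triangles number 2.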

As shown in **Figure 7** **C**, the KEGG enrichment bar plot showed that the differentially expressed genes covered the KEGG Main Class, involving several secondary classifications such as cell growth and death, signal transduction, environmental adaptation, metabolism, and immune system, etc. The KEGG pathway enrichment analysis demonstrated that the differentially expressed genes were primarily involved in cytokine-cytokine receptor interactions, the NF-κB signaling pathway, and the MAPK signaling pathway (**Figure 7** **D**). 

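KEGG pathways were compared over the genes higher in the SiO_2_ group than in the blank group at an unadjusted p under 0.05 and at least 2-fold, a test chosen after seeing the data. Of 4415 genes tested that belong to a pathway, 182 met these limits. They included 21 of 99 genes of cytokine-cytokine receptor interaction (adjusted p = 2.27e-07, one-sided Fisher's exact test, Benjamini-Hochberg), 24 of 180 genes of MAPK signaling (adjusted p = 4.66e-05) and 10 of 70 genes of NF-κB signaling (adjusted p = 0.0213). The IL-17 and TNF signaling pathways, which share cytokine genes with these, held 14 of 59 and 15 of 83 (adjusted p = 1.62e-05 and 1.25e-04). Ranked by p among 292 pathways, cytokine-cytokine receptor interaction was at 1, IL-17 signaling at 2, MAPK signaling at 3 and NF-κB signaling at 15. Against other genes, camera gave adjusted p = 0.00607 for cytokine-cytokine receptor interaction, 0.00289 for MAPK signaling and 0.284 for NF-κB signaling, with adjusted p = 0.379, 0.348 and 0.641 with an estimated correlation. In a separate list of 20 NF-κB pathway and target genes, *Nfkbid*, *Nfkbiz*, *Rel* and *Nfkb2* were higher in the SiO_2_ group when adjusted over the list alone and none over all genes (edgeR, Benjamini-Hochberg). *Nfkbid* and *Nfkbiz*, which encode nuclear IκB proteins, had log2 changes of 5.08 and 3.67 (standard errors 0.81 and 0.80, adjusted p = 0.0622 and 0.129), and *Rel*, a subunit of NF-κB, of 1.57 (adjusted p = 0.331). *Rela*, which encodes the p65 subunit, had a log2 change of 0.05 (standard error 0.19, adjusted p = 0.994). The list was higher than other genes by camera (adjusted p = 9.29e-05), with adjusted p = 0.23 with an estimated correlation.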

We further screened differentially expressed genes related to the MAPK signaling pathway, NF-κB signaling pathway, and ERK1/2 cascade positive and negative regulation for cluster analysis. A total of 45 differentially expressed genes were screened (**Figure 7E**). Compared with the blank group, both nano-SiO_2_ exposure and DNP-HSA stimulation increased the expression of genes related to the MAPK signaling pathway in mast cells to varying degrees. 

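DNP-HSA raised 27 genes and lowered 1 against the blank group (edgeR, Benjamini-Hochberg, 12862 genes), and the 8 genes that rose in the SiO_2_ group were all among the 27. Independent lists of these sizes would share 0.0168 genes, and part of the excess may come from the 3 blank libraries that serve both comparisons. Of the immediate early genes, 7 of 27 rose with DNP-HSA, and *Egr3* reached 6570.0 ± 1401 CPM (SD, n = 3; log2 change 6.79, adjusted p = 0.00167). *Fosb*, another AP-1 subunit, and *Nfkbid* rose with DNP-HSA by log2 changes of 4.85 and 5.61 (both adjusted p = 0.0279), and *Dusp4* by 4.19 (adjusted p = 0.0268). The gene that fell, *Pdik1l*, encodes a protein kinase (log2 change -1.61, standard error 0.27, adjusted p = 0.0481). Leaving out single libraries of both groups, *Egr3* passed in 6 of 6 fits, *Dusp4* in 3, *Fosb* and *Nfkbid* in 2 and *Pdik1l* in 0. Transcripts of the kinases themselves gave other values. Of 33 genes of the MAP kinase cascade, none passed with SiO_2_ or DNP-HSA over all genes, and *Map3k8* with SiO_2_ was the only member to pass when adjusted over the list alone. In the SiO_2_ group *Mapk3*, which encodes ERK1, had a log2 change of -0.07 (standard error 0.22), and *Mapk14*, which encodes p38α, of 0.72 (standard error 0.35, adjusted p = 0.669). Camera gave the cascade an adjusted p of 0.753 with SiO_2_ and 0.0655 with DNP-HSA. The wider KEGG pathway of MAPK signaling, tested after seeing the data, was higher with DNP-HSA against blank. Camera gave its 180 genes adjusted p = 0.000656, and adjusted p = 0.322 with an estimated correlation. Of these genes, 20 were higher at an unadjusted p under 0.05 and at least 2-fold (adjusted p = 0.000152, one-sided Fisher's exact test). Tested directly between SiO_2_ and DNP-HSA cells, 0 genes passed by edgeR, 0 by limma on log2(FPKM + 1) and 2 by DESeq2, the last chosen after seeing the data. At an unadjusted p under 0.05 by edgeR, 158 of 12862 genes differed, a share below the 0.05 that unchanged genes would give. The edgeR test therefore appears conservative, and its count of 0 does not show that the 2 treatments act alike. The count of 28 genes changed by DNP-HSA was 2 without the unnumbered blank library, 6 without blank library 1 or 2, 49 without the unnumbered DNP-HSA library, 15 without DNP-HSA library 1, 10 without DNP-HSA library 2 and 54 without the 4 unnumbered libraries. At an unadjusted p under 0.05, 949 genes differed with DNP-HSA, and by DESeq2 309 passed after adjustment. These fits do not pair libraries, though after removing group means blank 1 correlated with DNP-HSA 2 and blank 2 with DNP-HSA 1 (0.52 and 0.518). The unnumbered libraries of these 2 groups correlated at 0.654. A fit on these pairs was not run, since no label gives them, so the counts with DNP-HSA do not take them into account. From the clustering of genes of the MAPK, NF-κB and ERK pathways in Figure 7E, the paper states that both treatments raise MAPK pathway genes over the blank group, and then examined the phosphorylated proteins by Western blotting.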

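*Areg*, *Ptgs2*, *Tnf*, *Hspa1a*, *Map3k8*, *Malt1*, *Ccl3*, *Ccl4* and *Il6* all had higher values in the SiO_2_ group than in the blank group, with every SiO_2_ library above every blank library in each gene, and none passed the adjustment over all genes (edgeR, Benjamini-Hochberg). *Tnf* and *Il6* encode inflammatory cytokines, *Ccl3* and *Ccl4* chemokines, *Areg* the EGFR ligand amphiregulin and *Ptgs2* cyclooxygenase 2, the inducible enzyme of prostaglandin synthesis. *Tnf* (chromosome 17 of GRCm38, 35199381 to 35202007) was at 24.4 ± 6.69 CPM in the blank group and 2531 ± 3167 in the SiO_2_ group (SD, n = 3), a log2 change of 6.70 (standard error 1.58, adjusted p = 0.162). *Ccl4* (chromosome 11, 83662584 to 83664683) was at 9.82 ± 7.25 and 1424 ± 1766 (log2 change 7.18, standard error 1.48, adjusted p = 0.124), and *Ccl3* had a log2 change of 6.38 (standard error 1.43, adjusted p = 0.142). *Il6* (chromosome 5, 30013114 to 30019981) was at 29.5 ± 12.7 and 828.2 ± 969.0 (log2 change 4.81, standard error 1.14, adjusted p = 0.167). *Ptgs2* (chromosome 1, 150100031 to 150108227) was at 5.41 ± 5.74 and 880.5 ± 1083 (log2 change 7.35, standard error 1.68, adjusted p = 0.146), and of 9 genes of eicosanoid enzymes it was the only member higher when adjusted over the list alone (camera adjusted p = 0.249 for the list). *Map3k8*, a kinase upstream of ERK, had a log2 change of 6.46 (standard error 1.3, adjusted p = 0.119) and *Malt1*, a protease of NF-κB signaling, of 2.12 (standard error 0.55, adjusted p = 0.243). *Areg* was near the floor in blank cells (0.0515 ± 0.0892 CPM) and its log2 change of 7.68 had a standard error of 2.65 (adjusted p = 0.423). *Hspa1a*, which encodes the heat shock protein HSP70 and may share reads with its near-identical neighbor *Hspa1b*, had a log2 change of 7.34 (standard error 1.63, adjusted p = 0.138). In the SiO_2_ and DNP-HSA+SiO_2_ groups the library with no number was the highest in 9 of 9 genes, by a median log2 ratio of 2.82 and 3.09 to the mean of the other two. Of the fits that left out a single library, that without the unnumbered SiO_2_ library gave the lowest log2 change in each of the 9 genes, 4.82 for *Areg*, 5.56 for *Ptgs2*, 4.86 for *Tnf*, 5.92 for *Hspa1a*, 5.06 for *Map3k8*, 1.53 for *Malt1*, 4.37 for *Ccl3*, 5.39 for *Ccl4* and 3.20 for *Il6*. Without blank library 1 the change of *Areg* was 12.46 and that of *Ptgs2* 8.71, and without the unnumbered blank library that of *Areg* was 7.08 and that of *Ccl4* 7.98. By DESeq2, chosen after seeing the data, 8 of these genes passed, with adjusted p from 9.4e-07 for *Ccl4* and *Map3k8* to 0.00482 for *Malt1*, and *Areg* did not (0.0645). By limma on log2(FPKM + 1), the planned test for FPKM alone, only *Ccl4* passed (adjusted p = 0.0351).

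**Figure D2:**
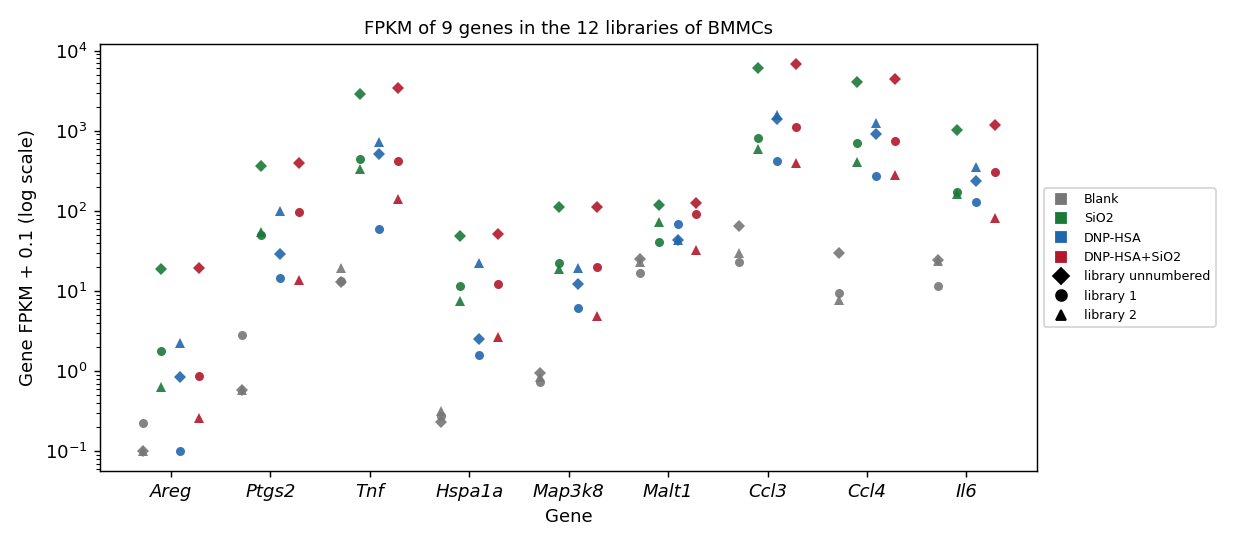
FPKM (log axis, 0.1 added) of the 9 genes in each of the 12 libraries of BMMCs. Grey marks blank, green SiO_2_, blue DNP-HSA and red DNP-HSA+SiO_2_ libraries, and the diamonds, which mark the libraries with no number, are the highest points of the SiO_2_ and DNP-HSA+SiO_2_ groups in every gene.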

Exposure to nano-SiO_2_ significantly up-regulated the expression of genes such as *Areg*, *Ptgs2*, *Tnf*, *Hspa1a*, *Map3k8*, *Malt1*, *Ccl3*, *Ccl4*, and *Il6*.

**Figure 7:**
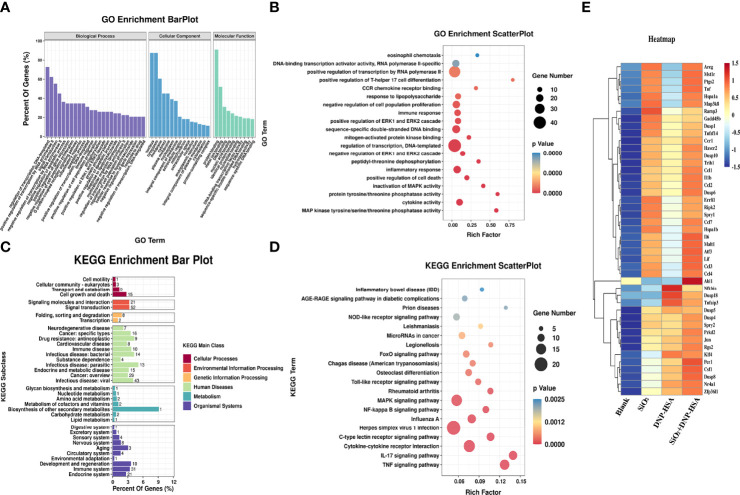
Nano-SiO_2_ exposure affects the gene expression profile. **(A)** Gene Ontology (GO) enrichment barplot analysis. **(B)** GO enrichment scatterplot analysis. **(C)** Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment barplot analysis. **(D)** KEGG pathway enrichment scatterplot analysis. **(E)** Heatmap of clustering analysis for differentially expressed genes related to signaling pathway.

### Nano-SiO_2_ exposure enhances the MAPK signaling pathway

First, we investigated whether nano-SiO_2_ particles affected the expression of high-affinity IgE receptors (FcϵRI) in mast cells and the ability to bind IgE. BMMCs showed no significant difference in FcϵRI expression after incubation with SiO_2_ particles compared to the blank control (**Figure 8** **A**). Then, BMMCs were sensitized by incubation with anti-DNP-IgE, washed to remove unbound IgE, and treated with SiO_2_ particles. Flow cytometry detection revealed no significant differences in FcϵRI expression or IgE binding capacity compared to the blank control (**Figures 8** **B, C**). Overall, the above data confirmed that nano-SiO_2_ particles exposure did not affect the expression of FcϵRI or the ability of mast cells to bind IgE.

**Figure 8:**
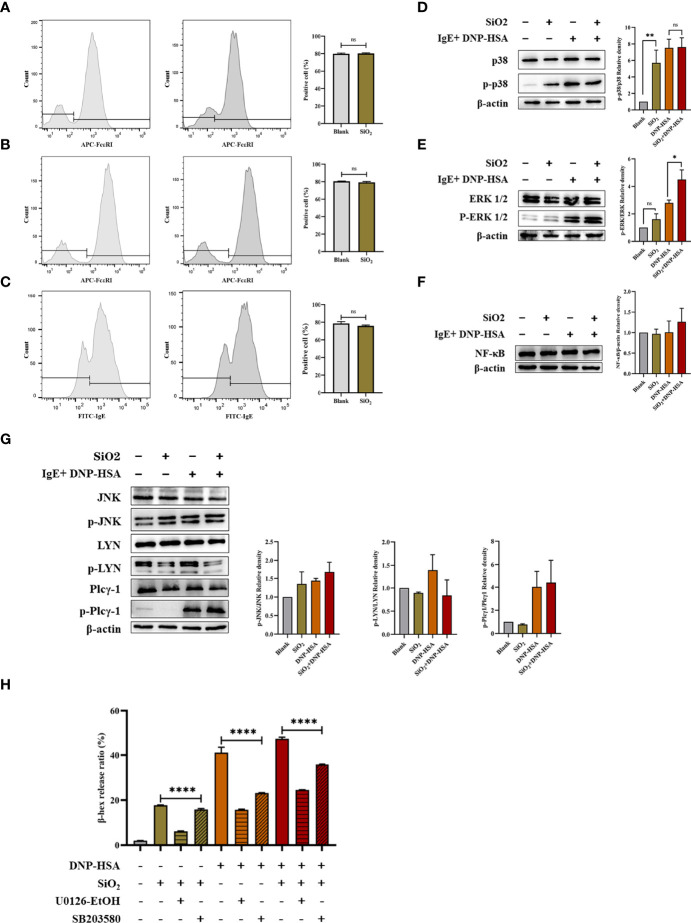
FcϵRI-mediated signaling in mast cells. **(A)** BMMCs were not sensitized with anti-DNP IgE and treated with nano-SiO_2_. The results showed no significant difference in FcϵRI expression compared to the blank control. **(B, C)** BMMCs were sensitized with anti-DNP IgE and washed to remove unbound anti-DNP IgE before treatment with nano-SiO_2_. There were no significant differences in FcϵRI expression **(B)** or IgE binding capacity **(C)** compared to the blank control. **(D–G)** BMMCs were sensitized with anti-DNP-IgE, treated with nano-SiO_2,_ and stimulated with DNP-HSA. The cell lysates were analyzed by Western blotting with different antibodies against the NF-κB proteins and the phosphorylated and nonphosphorylated forms of the p38, ERK1/2, JNK, LYN, and Plcγ1 proteins. Relative density bars represent the means ± SD. **(H)** β-hexosaminidase release ratio from activated BMMCs pretreated with signaling inhibitors (ERK inhibitor U0126-EtOH 5 μM/L and p38 inhibitor SB203580 10 μM/L). The unpaired t test or ordinary one-way ANOVA was used to compare different groups. *P < 0.05, **P < 0.01, ****P < 0.0001. ns, no significance.

Given the transcriptome sequencing analysis results, we further investigated the signaling pathways involved in mast cell activation. BMMCs were sensitized with anti-DNP-IgE, treated with nano-SiO_2_ particles, and stimulated with DNP-HSA. Cell lysates were analyzed by Western blotting with different antibodies. As shown in **Figures 8** **D–G**, the results indicated that nano-SiO_2_ particles treatment upregulated p-ERK1/2 expression based on DNP-HSA stimulation. Nano-SiO_2_ particles treatment increased p-p38 expression compared with the blank control, while this trend was not observed after DNP-HSA stimulation. The expression of NF-κB, p-Plcγ1 and p-JNK was upregulated after mast cell activation, but no significant differences were observed between the DNP-HSA stimulation group and the DNP-HSA+SiO_2_ group. Taken together, nano-SiO_2_ particles stimulation may synergistically activate mast cells by enhancing the MAPK signaling pathway, especially the phosphorylation levels of ERK1/2.

Next, we validated using the MAPK signaling inhibitors (ERK inhibitor U0126-EtOH and p38 inhibitor SB203580). As shown in **Figure 8** **H**), when the BMMCs were pretreated with signaling molecule inhibitors, the β-hex release ratio of the SiO_2_ group, the DNP-HSA group, and the DNP-HSA+SiO_2_ group all decreased to varying degrees, and the differences were statistically significant (*P*<0.0001). Compared with the 10 μM/L p38 inhibitor, the inhibitory effects of the 5 μM/L ERK inhibitor were more obvious, and the β-hex release ratio was reduced by about 10%-25%.

## Discussion

An increasing number of observational studies have demonstrated that air pollution has an adverse impact on allergic respiratory disease. Air pollution exposure is associated with increased asthma and allergy morbidity and is a suspected strong risk factor for the increasing prevalence of allergic conditions (23–25). However, how the different components or PM with different particle sizes in air pollution affect the allergic response is unclear. In the present study, we explored the effects of four common mineral elements with different particle sizes in smog particles on mast cell activation. The results showed that nano-SiO_2_ particles stimulation might synergistically activate IgE-sensitized mast cells by enhancing the MAPK signaling pathway, and nano-SiO_2_ particles exposure could exacerbate allergic inflammation in an OVA-induced asthmatic mouse model.

Mast cells play an essential role in various allergic disorders, acting as the first line of defense in response to external environmental stimuli (13). Activated mast cells release various mediators, including histamine and inflammatory cytokines in response to various stimuli (26). Numerous studies have confirmed that PM2.5 can promote mast cell degranulation, increase the release of inflammatory cytokines, and aggravate allergic diseases (27–29). However, only a few studies have examined the effects of pollutant components on allergic diseases because pollutants derive from different sources and vary in composition and toxicity (30). In our previous study, nine typical water-soluble inorganic salts (ammonium nitrate, ammonium sulfate, ammonium chloride, sodium nitrate, anhydrous sodium sulfate, potassium nitrate, potassium sulfate, calcium nitrate, and calcium sulfate) and three water-soluble organic acids (malonic acid, succinic acid, oxalic acid) were selected in PM2.5 to investigate the cytotoxicity and activation effect on mast cells. These results indicated that nine typical water-soluble inorganic salts could not induce the release of β-hex on BMMCs through either the IgE pathway or the non-IgE pathway (16). In water-soluble organic acids, only malonic acid was observed to have a very weak activation effect on BMMCs. In the present study, we found that different particle sizes of Al_2_O_3_, Fe_2_O_3_, and SiO_2_ showed a slight activation effect on mast cell β-hex release in the non-IgE pathway. We also found that SiO_2_ at 20 nm was able to increase β-hex release from IgE-sensitized mast cells, while Al_2_O_3_, TiO_2_, Fe_2_O_3_, and SiO_2_ (2.34 μm) did not. Depending on their size and mass, particles can reach different sites within the respiratory tract. For example, PM10 can enter the upper airways, while finer particles, such as PM2.5 and PM0.1, can enter the terminal bronchioles and alveoli. If the particles are small enough, they can enter the blood, which in turn can affect other organ systems (31, 32). In our experiments, due to the different masses of particulate matter, its sedimentation speed in the medium was different, resulting in a difference in the time of sufficient contact with mast cells. In addition, there may also be differences in the uptake capacity of mast cells to different particle sizes. However, the TEM and STXM results showed that 20 nm SiO_2_ particles could enter the mast cells and exert a sensitizing effect. Importantly, we cannot ignore the effect of the protein composition of the cell culture medium on particulate matter. Particles may be bound or coated by bioactive proteins in the medium, which not only impacts the behavior of nanoparticles but also affects the bound proteins. Therefore, in our experiments, only nano-SiO_2_ particles was observed to promote the activation of IgE-sensitized mast cells, but this did not exclude those other particles that would not affect mast cells. In fact, several studies have investigated the effects of the chemical composition and redox activity of particles on exacerbating allergic airway sensitization and the type of immune response (33–36). Although our study attempted to investigate the effects on mast cells from single particles of different sizes, further research is needed to understand the immune-modulatory effects of different particles in pollutants and the impact of particle material, other sizes, and surface coating.

Given the results of the *in vitro* cellular experiments, we further verified the effect of nano-SiO_2_ particles on allergic diseases *in vivo*. The PCA ear model is a typical acute allergic animal model wherein allergic reactions are induced by antigen stimulation of mast cells in ear skin, which is widely used in the screening of anti-allergic drugs and drug safety assessment (37, 38). In our PCA mouse model, Evan’s blue extravasation in mice was significantly increased after treatment with nano-SiO_2_ particles, which indicated that the nano-SiO_2_ particles exposure might promote the local IgE-sensitized mast cell activation and allergic mediators’ secretion, thereby increasing the permeability of local blood vessels and aggravating allergic reactions. Coexposure to nano-SiO_2_ particles plus OVA sensitization caused an enhancement of allergic airway inflammation compared with OVA alone. This adjuvant-like effect was manifested by significantly greater OVA-specific serum IgE, airway hyperresponsiveness, lung inflammation injury, mucous cell metaplasia, and cytokine expression compared with mice sensitized to OVA without nano-SiO_2_. Our findings were consistent with those of other studies. Han et al. reported that silica nanoparticles with OVA induced more significant inflammatory cell infiltration in BALF, extensive pathological changes, and higher cytokine levels than silica nanoparticles alone or saline/OVA. In particular, mesoporous-type silica nanoparticles showed the most severe airway inflammation in both direct toxicity and adjuvant effect assays (39). Brandenberger et al. suggested that engineered silica nanoparticles promoted the immunologic response towards the allergen and thereby potentiated the adverse allergic responses in the pulmonary airways, and the adjuvant effects of silica nanoparticles were Th2/Th17 related (40). One murine model experiment showed that SiO_2_ induced epithelial cells to express IL-33, which in turn activated innate lymphoid cells to produce IL-5 and/or IL-13, contributing to the exacerbation of OVA-induced airway inflammation (41). Another study indicated that silica nanoparticles aggravate airway inflammation and asthma development by increasing the protein expression levels of thioredoxin-interacting protein (TXNIP) and the NOD-like receptor pyrin domain-containing 3 (NLRP3) inflammasome (42). However, Shin JH et al. conducted a subacute inhalation toxicity study of synthetic amorphous silica nanoparticles at low, middle, and high concentrations in rats using a nose-only inhalation system. They did not observe any toxic effects on the lungs of rats at any concentration (43). In Horie M’s study, SiO_2_ nanoparticles did not affect OVA-specific IgE and IgG1 levels and did not show the potential to aggravate allergic reactions (36).

Obviously, the effect of SiO_2_ particles exposure on the body is a very complex process, and the airway epithelial cells and alveolar macrophages are undoubtedly the most concerned. Studies have pointed out that occupational mineral dusts and air pollutant particles can induce airway wall remodeling (44, 45). Using the human airway epithelial cells 16HBE or primary cultured mouse tracheobronchial epithelial cells, researchers found that SiO_2_ nanoparticles could inhibit the responses to ATP and inhibit cation channel transient receptor potential vanilloid 4 (TRPV4) in airway epithelial cells, and result in epithelial barrier dysfunction (46, 47). *In vitro* and *in vivo* experiments demonstrated that SiO_2_ particles exposure not only caused rapid NLRP3-dependent mitochondrial depolarization and DNA damage in airway epithelial cells but also led to ultrastructural defects in airway cilia and mucus hypersecretion (48, 49). Besides, one review concluded that SiO_2_ particles might bind to the scavenger receptor of alveolar macrophages, followed by particle endocytosis with a respiratory burst to generate reactive oxygen species and reactive nitrogen species, which in turn activation of the protein kinase C mediated MAPK signaling cascades resulting in cytokine release (50). In our experiments, we attempted to evaluate the effect of nano-SiO_2_ on allergic asthma from the perspective of mast cells *in vivo* based on *in vitro* cell experiments that confirmed the activation of nano-SiO_2_ on mast cells. High inhalation doses of silica result in pulmonary fibrosis and silicosis, and silica exposure can activate various immune cells and cause a proinflammatory response (51, 52). We selected a relatively low-concentration nano-SiO_2_ exposure *in vivo* to avoid masking its synergistic sensitizing effect due to the apparent toxic reaction. Compared with the blank control group, the nano-SiO_2_ exposure alone group exhibited relatively mild pathological changes in the lung tissue, yet some changes persisted in lung function, histamine, and inflammatory factors. Compared with the OVA group, the results showed that nano-SiO_2_ exposure resulted in the accumulation of tryptase-positive cells in the airways and increased BALF histamine levels, which is associated with immediate allergic symptoms. These results suggested that airway exposure to nano-SiO_2_ could exacerbate allergic airway inflammation, trigger mast cells, increase histamine secretion, enhance airway responsiveness, and foster more serious manifestations of allergic airway disease.

Finally, we studied the effect of nano-SiO_2_ exposure on FcϵRI-mediated signaling. *In vitro*, we found that nano-SiO_2_ had a very slight activation effect on mast cells without IgE sensitization. However, when IgE-sensitized mast cells were first incubated with nano-SiO_2_ and then excited by the addition of DNP-HSA, the nano-SiO_2_ showed a synergistic effect, significantly increasing the release of β-hexosaminidase. Therefore, we first investigated whether nano-SiO_2_ affected the expression of FcϵRI in mast cells and the ability to bind IgE. 

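At the transcript level, 0 of 12862 genes passed in DNP-HSA+SiO_2_ against DNP-HSA alone (edgeR, Benjamini-Hochberg), with 41 genes higher and 42 lower at an unadjusted p under 0.05. These 83 genes are a share below the 0.05 that unchanged genes would give, so the test appears conservative. Libraries of equal number resemble each other across the 2 groups, which this fit leaves out. The count of 0 therefore does not show that SiO_2_ had no effect. By limma on log2(FPKM + 1) 0 genes passed, and 4 by DESeq2, which was chosen after seeing the data. The libraries of the 2 groups did not overlap in 244 genes (1.9%, where chance gives 10% for libraries that are not paired). *Tnf* and *Ccl3* had log2 changes of 1.82 and 1.53 with SiO_2_ and DNP-HSA together against DNP-HSA alone, *Ptgs2* of 1.99 and *Map3k8* of 1.97, and all had an adjusted p of 1. Without the unnumbered DNP-HSA+SiO_2_ library these changes were -0.58 for *Tnf*, -0.55 for *Ccl3*, 0.21 for *Ptgs2* and -0.05 for *Map3k8*. *Mapk3*, which encodes ERK1, had a log2 change of -0.19 (standard error 0.22). None of the 33 MAP kinase cascade genes or 10 phosphatase genes passed, over all genes or when adjusted over the list alone. By camera, the cascade did not differ from other genes (adjusted p = 0.99), while cytokines (4.01e-06) and phosphatases (0.0208) were higher, with adjusted p = 0.522 and 0.685 with an estimated correlation. Immediate early, heat shock and mitochondrially encoded genes were also higher (camera adjusted p = 0.0246, 0.0413 and 0.0155 over the lists of 3 comparisons). They did not pass with libraries paired by number (0.133, 0.105 and 0.0586). Without the 4 unnumbered libraries they had the opposite direction (0.197, 0.33 and 0.942). With libraries paired by number within the DNP-HSA groups the phosphatases did not pass (camera adjusted p = 0.153) and the cytokines did (0.00108, and 0.798 with an estimated correlation). Cytokines and phosphatases had the opposite direction without the 4 unnumbered libraries (adjusted p = 0.314 and 0.162). Chemokines, at adjusted p = 0.394 with all libraries, were then lower (adjusted p = 0.0167). So were p53 targets, ribosomal proteins and interferon response genes (0.00942, 0.00331 and 7.14e-16), while stromal markers were higher (0.046). These values are from camera at the preset correlation, and an estimated one was not run for this fit. In 3 transcription factor genes SiO_2_ and DNP-HSA together gave less than the sum of their log2 changes against the blank group. The interaction was -5.74 for *Nr4a2*, -5.57 for *Egr3* and -6.81 for *Nr4a3* on the log2 scale (standard errors 0.70, 0.70 and 0.89, adjusted p = 0.0442, 0.0442 and 0.0447 from edgeR). The log2 changes with SiO_2_ alone against blank were of nearly the same size (6.22, 5.78 and 7.60). A sum of log2 changes is a product of fold changes, so this need not be a departure from additive levels, which was not tested. Of 27 immediate early genes, 15 had a negative interaction when adjusted over the list alone (camera adjusted p = 3.08e-81, and adjusted p = 0.0176 with an estimated correlation, or 0.38 when libraries are also paired by number). The calls of the 3 genes were lost in 10 of the 12 fits without a single library, all but those without SiO_2_ library 2 or the unnumbered SiO_2_ library (adjusted p up to 0.276 for *Nr4a3*). They were also lost without the 4 unnumbered libraries (interactions of -5.48, -5.35 and -7.06, adjusted p = 0.13, 0.143 and 0.104), with the number as a block (-5.70, -5.57 and -6.90, adjusted p = 0.0965 each) and with the block within blank and SiO_2_ and within the DNP-HSA groups (-5.57, -5.47 and -6.66, adjusted p = 0.41 each), so the values stayed close to those of the main fit.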

The experimental results showed that nano-SiO_2_ exposure did not affect the expression of FcϵRI or the ability of mast cells to bind IgE but synergistically activated mast cells by enhancing the MAPK signaling pathway, especially the phosphorylation levels of ERK1/2, which was consistent with the results of transcriptome sequencing. The gene expression profile in mast cells showed the genes related to the MAPK signaling pathway in mast cells had significant changes, such as the *Gadd45b* and *Nr4a1*. 

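*Nr4a1*, an orphan nuclear receptor gene induced by MAPK signaling and by calcium, rose in all 3 treated groups. It (ENSMUSG00000023034, chromosome 15 of GRCm38, 101254269 to 101274795) was at 42.3 ± 20.2 CPM in the blank group, 3376 ± 2479 with SiO_2_, 5519 ± 2885 with DNP-HSA and 6423 ± 1750 with DNP-HSA+SiO_2_ (SD, n = 3 each). The log2 changes of *Nr4a1* against blank were 6.32, 7.03 and 7.25 (standard errors 0.71, 0.73 and 0.74, adjusted p = 0.00794, 0.00385 and 0.00251 from edgeR, Benjamini-Hochberg). DNP-HSA+SiO_2_ differed from DNP-HSA by a log2 change of 0.22 in *Nr4a1* (standard error 0.56, adjusted p = 1). *Gadd45b*, a stress-induced gene whose product acts on the kinases upstream of p38 and JNK (ENSMUSG00000015312, chromosome 10, 80930073 to 80932204), was at 9.17 ± 1.72 CPM in the blank group and 104.5 ± 50.3 with SiO_2_. Its log2 changes were 3.51 with SiO_2_, 3.10 with DNP-HSA and 3.35 with DNP-HSA+SiO_2_ (standard errors 0.72, 0.71 and 0.72), which did not pass (adjusted p = 0.124, 0.138 and 0.0676). For *Gadd45b* every SiO_2_ library was above every blank library, and its adjusted p with SiO_2_ was 8.55e-06 by DESeq2 and 0.044 by edgeR on the blank and SiO_2_ groups alone. The call of *Nr4a1* with SiO_2_ was lost without the unnumbered blank library (adjusted p = 0.102), without blank library 1 (0.0599), without the 4 unnumbered libraries (0.22) and with libraries paired by number within blank and SiO_2_ (0.0612).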

The orphan nuclear receptor *Nr4a1* promoted FcϵRI-stimulated mast cell activation and anaphylaxis by counteracting the inhibitory LKB1/AMPK axis (53). *Gadd45b* belongs to the Gadd45 (growth arrest and DNA damage-inducible 45) family of proteins and is involved in environmental stress. It was reported that PM2.5 can promote IgE-mediated mast cell activation through ROS/Gadd45b/JNK axis (54).

Of note, the mechanism underlying the impact of pollutants on diseases is extremely complex. Cao et al. found that PM2.5 could increase the viability of human airway smooth muscle cells, accompanied by increased airway hyperresponsiveness through the kallikrein-bradykinin pathway (29). In addition, Liu et al. confirmed that PM2.5 triggered airway inflammation and bronchial hyperresponsiveness in mice by significantly downregulating the expression and activity of SIRT2, accelerating p65 phosphorylation and acetylation, and activating the NF-κB signaling pathway (55). Specific to mast cells, our results were consistent with Jin’s study, which showed that PM2.5 exposure enhanced FcϵRI-mediated signaling and mast cell function due to increased phosphorylation of Syk, LAT, SLP-76, PLC-γ1, Akt, ERK1/2 or p38 and activated the PI3K and MAPK pathways (56). However, Wang et al. pointed out that PM2.5 treatment activated MEKK4 and JNK1/2 but not ERK1/2 and p38, facilitating IgE-mediated mast cell activation (54). Moreover, another study on silicosis found that silica can direct mast cell activation, resulting in inflammatory mediators, and enhance IgE-mediated cytokine, chemokine, and protease production. However, these effects were thought to occur in part through mast cell scavenger receptors instead of the alteration of FcϵRI-mediated signaling events (57). The cellular mechanisms regulating hyperallergic responses caused by pollutants have not been entirely elucidated. The role of biologically and nonbiologically active components in pollutants, in addition to PM2.5 and nano-SiO_2_, in allergic diseases and the underlying molecular mechanisms, still merit attention and further research.

Silica is the most common component found naturally in the Earth’s crust and is an important component of respirable particulate matter in urban areas (58). Due to their specific physicochemical properties, silica nanoparticles are widely used in many engineering and medical fields, including fabrication, drug delivery systems, cosmetics, and food packing (59). These factors undoubtedly increase the risk of SiO_2_ exposure. The high incidence of allergic diseases and the increasing exposure factors similar to nano-SiO_2_ have brought new challenges to preventing and treating allergic diseases. Moreover, our results provide useful information for explaining the acute exacerbation of symptoms and the increase in medical treatment in patients with allergic diseases in smoggy weather. The synergistic effects of nano-SiO_2_ exposure promoting mast cell activation in smoggy weather, even in thunderstorms may be one of the reasons for the aggravation of symptoms in allergic patients. Our results also suggest the need to avoid nano-SiO_2_ exposure in daily life, especially in individuals with allergic respiratory diseases.

Although *in vitro* and *in vivo* experiments are important for understanding the potential toxicology and immune response to air pollution, our experiments still have some limitations. First, pollutant exposure dosing shows significant effects, but whether these effects represent the density of particles deposited in the airway is questionable, as also observed in similar studies (60). The effects of exposure dose, effective concentration, sedimentation rate, and diffusion rate of particles on cell experiments need to be further evaluated. Second, exposure to particulate matter may involve numerous immune cells such as epithelial cells, macrophages, dendritic cells, and lymphocytes, despite the mast cells localized in the skin, mucous membranes, and airways that are in contact with the environment. The effects of SiO_2_ on the immune system and allergic diseases may be far more complex than we have observed. Therefore, there is a need to further study the effects of nano-SiO_2_ on immune cells and the impact of nano-SiO_2_ on airborne allergens.

In conclusion, our results indicated that nano-SiO_2_ stimulation might synergistically activate IgE-sensitized mast cells by enhancing the MAPK signaling pathway and that nano-SiO_2_ exposure could exacerbate allergic inflammation. Our experimental results provide useful information for preventing and treating allergic diseases.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO under accession number GSE206630.

## Ethics Statement

The animal study was reviewed and approved by Nanjing Medical University’s Institutional Animal Care and Use Committee.

## Author Contributions

Y-SY: Investigation, Formal analysis, Data Curation, Writing - Original Draft; M-DC: Methodology, Investigation, Validation, Data Curation; AW: Resources, Investigation, Data Curation; Q-ML: Resources, Investigation; D-XZ: Resources, Investigation; YZ: Resources, Investigation; L-LM: Resources, Investigation; ML: Resources, Investigation; YS: Resources, Investigation; D-DX: Conceptualization, Supervision, Writing - Review & Editing; J-FW: Conceptualization, Supervision, Writing - Review & Editing; J-LS: Conceptualization, Supervision, Writing - Review & Editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (U1832212), Beijing Municipal Natural Science Foundation (7191008) and National Natural Science Foundation of China (12105313).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

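The deposited values cover RNA-seq of BMMCs in 4 groups of 3 libraries each, blank, SiO_2_, DNP-HSA and DNP-HSA+SiO_2_, and all 24 value columns were mapped by their labels. The paper's text gives the sequencing as paired reads of 150 bases, does not give a dose or time for the sequenced cells, and names no tool or threshold for differential expression other than a web tool set. The submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, StringTie 1.3.4d, DESeq2 and edgeR, with no role for each. The table lists FPKM and estimated counts for 84846 isoforms of 28852 genes, none at 0 in all libraries. Per the file headers and the values as deposited, the authors gave an estimated count per isoform and library with no normalization between libraries: within a library each estimated count equals the FPKM times the isoform length times a constant of the library, rounded up to a whole number. The FPKM values were made by the authors per kilobase of isoform and per library. Of low counts of genes with a single isoform, 33.7% to 37.6% per library were multiples of 4, where chance gives 25%, so the counts need not be single fragments and carry less precision than their totals imply; a fit on counts divided by 4 was run for this reason. The isoform coordinates equal those of GENCODE M21 (GRCm38) for 84070 isoforms, and the authors' genome build is not given in the sources used here. There were 43 symbols shared by several identifiers, and each identifier was kept apart.

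Isoform counts were summed per gene. The genes tested, 12862, had a summed FPKM of at least 1 in at least 3 of the 12 libraries. They were tested with the quasi-likelihood F-test of edgeR 4.0.16 (TMM scaling, trended dispersion, robust fit), with all 12 libraries in one model without a replicate term, and adjusted with the Benjamini-Hochberg method over the genes of each comparison. The standard error of a log2 change was taken as its size divided by the square root of F. TMM factors were 0.808 for the unnumbered DNP-HSA+SiO_2_ library to 1.22 for the unnumbered blank library. The comparisons were SiO_2_, DNP-HSA and DNP-HSA+SiO_2_ each against blank, DNP-HSA+SiO_2_ and SiO_2_ each against DNP-HSA, and the interaction of SiO_2_ and DNP-HSA. Whether equal numbers pair the libraries was checked by the correlation across genes of their deviations from the group means, since no label says what a number marks. They do for SiO_2_ and blank (0.563 for the unnumbered libraries, 0.587 for 1 and 0.57 for 2) and for DNP-HSA+SiO_2_ and DNP-HSA (0.45, 0.557 and 0.296). In the other comparisons the unnumbered libraries correlated (blank at 0.654 with DNP-HSA and 0.56 with DNP-HSA+SiO_2_, SiO_2_ at 0.475 with DNP-HSA) and those of equal number did not: blank 1 at -0.111 with DNP-HSA 1 and at -0.113 with DNP-HSA+SiO_2_ 1, and SiO_2_ 1 at -0.0639 with DNP-HSA 1. Numbers 1 and 2 correlated crosswise instead. Blank 1 was at 0.52 with DNP-HSA 2 and 0.434 with DNP-HSA+SiO_2_ 2, and blank 2 at 0.518 with DNP-HSA 1 and 0.521 with DNP-HSA+SiO_2_ 1. No fit on these crosswise pairs was run, since no label gives them, so the comparisons of DNP-HSA groups with blank leave them out. A block of the numbers over all 12 libraries had been planned, and a block within blank and SiO_2_ and, apart from these, within DNP-HSA and DNP-HSA+SiO_2_ was added for this reason. Its list tests were adjusted over the lists of the 3 comparisons it gives, both within these pairs of groups and the interaction.

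The plan named limma on log2(FPKM + 1) for FPKM alone and edgeR on gene sums if the table held raw counts beside FPKM. The table holds estimated counts, which are not raw counts, so the plan did not settle the choice. The edgeR clause was applied, and limma 3.58.1 on log2(FPKM + 1), the plan's other test, is reported as an alternative. The trended and robust settings of edgeR were not named in that clause and were carried over from the wording for limma, and the input of the list tests was changed from log2 FPKM to counts in the same way. Exploratory fits had been looked at before the scripts were final. Fits with DESeq2 1.42.0, edgeR without the robust setting, counts divided by 4, without the 4 unnumbered libraries and with a replicate block within 2 pairs of groups, and the tests of KEGG pathways, were added after seeing the data. All tests of technical explanations were written after the result was seen, and the values in Figure 7E had been seen before the genes were named.

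The named genes were, for each treatment against blank and for DNP-HSA+SiO_2_ against DNP-HSA, the 10 largest rises and 10 largest falls past the threshold with libraries that do not overlap, leaving out provisional symbols, every gene the paper's text names and the genes of proteins it measured. Of each list, up to 4 members each way could also be named. Some genes that meet these rules are not reported here. The 33 lists hold 580 genes. They cover MAP kinase phosphatases, ERK feedback inhibitors, the MAP kinase cascade, immediate early transcription factors, NF-κB, cytokines, chemokines, eicosanoid enzymes, mast cell granules and identity, FcϵRI signaling, NRF2 targets, antioxidant enzymes, heat shock proteins, the unfolded protein response, metallothioneins, p53 targets, cholesterol synthesis, lysosomes, scavenger receptors, the inflammasome, interferon response, glycolysis and hypoxia, the cell cycle, and markers of macrophages, neutrophils, eosinophils, basophils, lymphocytes and dendritic cells, erythroid cells and stroma. Mitochondrially encoded genes, ribosomal proteins and reference genes complete them. Lists were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation and with fry, adjusted over all lists and comparisons together. KEGG pathways of 10 to 500 genes were tested with camera and with Fisher's exact test. GO terms were not used, because 1862 genes had masked terms in the copy available.

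The self-test placed 2-fold, 4-fold or 8-fold changes in 200 genes of the SiO_2_ and blank libraries. edgeR recovered 19.4%, 58.2% and 71.2% of them with 3 false calls, and limma 17.9%, 59.7% and 75.8% with 4. Alternatives covered the tool, the filter on low values, the scaling, a replicate term, the moderation of the variance, each library left out in turn, fits on the groups compared alone, thresholds and isoforms. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.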

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

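All tests of technical explanations in this part were chosen after the results were seen. A difference between groups was found in 3 transcription factor genes, whose response to SiO_2_ with DNP-HSA was below the sum of the separate responses on the log2 scale. The interaction was -5.74 for *Nr4a2*, -5.57 for *Egr3* and -6.81 for *Nr4a3* (adjusted p = 0.0442, 0.0442 and 0.0447 from edgeR, Benjamini-Hochberg). These values hold for the log2 scale alone, where a sum of changes is a product of fold changes. Whether the levels themselves depart from a sum was not tested. The tables argue against scaling between libraries, since another scaling moved the interaction by at most 0.311, and against counts near the floor, since the lowest count of the 3 genes in a blank library was 521. With libraries paired by number within blank and SiO_2_ and within the DNP-HSA groups, the 3 interactions were -5.57, -5.47 and -6.66 and did not pass (adjusted p = 0.41 each). No biological explanation was tested. Chance is not excluded, because 4 of 60 assignments of the 12 libraries to the groups gave as many genes. The highest other gave 779, which points to a structure of the samples, since free assignments can gather libraries that are alike in one group. Exchanging blank with SiO_2_ and DNP-HSA with DNP-HSA+SiO_2_ libraries of equal number only, 8 of 32 assignments gave as many genes and the highest other gave 369. These 8 all keep the blank and SiO_2_ libraries in their groups, and the 24 that exchange them gave 0, so this count keeps the response to SiO_2_ alone and does not exclude chance either.

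Genes that the paper's text does not name had a signal in DNP-HSA+SiO_2_ cells above that in blank cells. *Ccl7*, which encodes a monocyte attractant, had a log2 change of 7.40 (adjusted p = 0.0338 from edgeR, Benjamini-Hochberg). The transcription factor genes *Nr4a3*, *Egr2*, *Nr4a2*, *Egr3* and *Egr4* had log2 changes of 8.07, 7.49, 7.08, 7.00 and 6.80 (adjusted p from 0.00105 for *Nr4a2* and *Egr3* to 0.0333 for *Egr2*). *Nfkbid*, which encodes a nuclear IκB protein, had a log2 change of 6.03 (adjusted p = 0.0192). Lower in DNP-HSA+SiO_2_ cells were *Bcdin3d*, an RNA methyltransferase gene, with -1.65, *Tmem81* with -1.63 and the kinase gene *Pdik1l* with -1.57 (adjusted p = 0.0475, 0.0354 and 0.0338). Leaving out single libraries of the 2 groups in turn, *Nr4a2*, *Nr4a3* and *Egr3* passed in 6 of 6 fits, *Egr4* and *Nfkbid* in 3, *Egr2* and *Ccl7* in 1, and *Bcdin3d*, *Tmem81* and *Pdik1l* in 0, where their adjusted p was 0.0504 or more.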

How the results depend on the processing

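Counts below are in the order SiO_2_, DNP-HSA and DNP-HSA+SiO_2_ against blank, DNP-HSA+SiO_2_ and SiO_2_ against DNP-HSA, and the interaction, which were 8, 28, 74, 0, 0 and 3, with 64 list tests and 31 named gene tests passing. No call of a named gene reversed under the alternatives run. Without DNP-HSA library 1 the interaction turned from 0 genes higher and 3 lower to 1 higher, *Mir686* (log2 interaction 8.29, adjusted p = 0.023, against 2.26 and 1 with all libraries), and 0 lower. Leaving out single libraries gave 2 to 9, 2 to 49, 7 to 145, 0 to 0, 0 to 0 and 0 to 4, and 54 to 80 list tests, with fewer libraries in each fit. Named gene tests were run only in the comparisons that hold the library left out, and those passing were 9 to 13 without a blank library, where 31 of the same tests passed with all libraries, 4 to 6 without a SiO_2_ library (7 with all), 5 to 10 without a DNP-HSA library (11 with all) and 5 to 19 without a DNP-HSA+SiO_2_ library (13 with all). With limma at a pseudocount of 0.1 the first 2 counts were 44 and 58, on the TPM scale 30 and 54, on the groups compared alone 19 and 67, and with no filter on low values the first was 16. With no trend and no robust step the counts of DNP-HSA+SiO_2_ against blank and of the interaction were 46 and 0. At an unadjusted p under 0.05 and 2-fold, a looser limit by construction, counts were 575, 571, 896, 50, 72 and 237. Each isoform tested on its own gave 10 for DNP-HSA and 9 for DNP-HSA+SiO_2_ against blank, then 2, 3 and 1. The list tests passing were 4 with an estimated correlation and 3 with fry. With a replicate term the counts were 5, 66, 101, 0, 0 and 0, the adjusted p of the interactions was 0.0965 and with SiO_2_ *Dusp4* (0.0969), *Fosl2* (0.0618), *Per1* (0.0663) and *Gm15635* (0.0618) no longer passed and *Nfkbid* (0.0107) did. That block assumes that equal numbers pair the libraries of all groups, but after removing group means blank 1 correlated at 0.52 with DNP-HSA 2, SiO_2_ 1 at 0.527 with DNP-HSA+SiO_2_ 2, and blank 2 at 0.518 with DNP-HSA 1. The replicate block within blank and SiO_2_ and within the DNP-HSA groups, where equal numbers do pair, gave 4 genes for SiO_2_ against blank, 2 of them among the 8, 0 for DNP-HSA+SiO_2_ against DNP-HSA, 0 interactions and 2 of the 52 named gene tests it can run, where 7 of the same tests passed with no block, with fewer degrees of freedom in the fit. By limma on log2(FPKM + 1), the plan's test for FPKM alone, the counts were 30, 46, 90, 0, 0 and 4. Other alternatives chosen after seeing the data were the fits without the 4 unnumbered libraries, with 0, 54, 22, 0, 0 and 0 and 13 named gene tests, and DESeq2, with 277, 309, 592, 4, 2 and 36 and 58 named gene tests. The cause of these moves was not tested. The other settings, a filter at an FPKM of 5, median-ratio size factors, edgeR without the robust step, counts divided by 4, and adjusted p with 2-fold, stayed within 1.5 times each count. Over the alternatives, 1361 values of single genes kept their direction and side of the threshold or moved by less than their spread, 134 lost a call, 60 gained one and 177 moved further. The alternative of loci with a symbol alone is void, since every locus has one, and the interaction needs all 4 groups, so it has no fit on the groups compared alone. In simulations at this depth and n, 19.4% of 2-fold changes were found against 71.2% of 8-fold ones, so 2-fold changes were mostly missed there. The draws took genes and libraries as independent, without the resemblance of libraries across groups, so these shares need not hold for the data. In the data, changes far above 8-fold also failed to pass, those of *Tnf* and *Il13* with SiO_2_ among them.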

Differences from the paper's values

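The paper gives 285 genes changed after treatment with nano-SiO_2_, and 8 changed in SiO_2_ against blank cells at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). The paper's text names neither the comparison behind its number nor a threshold other than a general P<0.05, with no adjustment or fold limit given. The thresholds may therefore differ: an unadjusted p under 0.05 gave 1033, and 575 with 2-fold. Every alternative set before the data were examined also differed from 285: 44 with limma at a pseudocount of 0.1, 16 with no filter, 10 at an FPKM of at least 5, 30 on the TPM scale, 8 with median-ratio size factors, 5 with a replicate term, 8 with no trend and no robust step, 2 to 9 with a library left out, 19 on the groups compared alone, 8 at 2-fold and 8 for isoforms. The plan's test for FPKM alone, limma on log2(FPKM + 1), gave 30. DESeq2, chosen after seeing the values, gave 277, and of the 9 genes the paper names as up-regulated it drops *Areg*. The submitters' processing notes name both DESeq2 and edgeR with no role for each, so the tool behind 285 is not known.

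The paper states that *Areg*, *Ptgs2*, *Tnf*, *Hspa1a*, *Map3k8*, *Malt1*, *Ccl3*, *Ccl4* and *Il6* were significantly raised by nano-SiO_2_. The direction was the same in 9 of 9, and 0 passed over all genes by edgeR (Benjamini-Hochberg). Of the 12862 genes of any kind 8 passed that test, and 1033 had an unadjusted p under 0.05. With limma at a pseudocount of 0.1, *Ccl4*, *Map3k8* and *Ptgs2* passed (adjusted p = 0.027, 0.0372 and 0.0428), and with limma on log2(FPKM + 1) *Ccl4* did (0.0351). DESeq2, chosen after seeing the data, called the other 8 besides *Areg*, among them *Ccl3* (1.5e-05), *Tnf* (9.17e-06), *Il6* (8.52e-06) and *Ptgs2* (1.31e-05). The paper also names *Gadd45b* among MAPK genes with significant changes; its direction was the same, and of the settings run for single genes it passed by DESeq2 (8.55e-06), on the groups compared alone (0.044) and, just under the threshold, with limma at a pseudocount of 0.1 (0.05 when rounded).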

Other observations

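*Il13*, a type-2 cytokine gene, rose in DNP-HSA+SiO_2_ cells against blank cells (log2 change 8.74, standard error 1.54, adjusted p = 0.0352). The adenosine receptor genes *Adora2a* and *Adora2b* had log2 changes of 2.73 and 3.13 (standard errors 0.45 and 0.48, adjusted p = 0.0291 and 0.025 from edgeR, Benjamini-Hochberg, n = 3 libraries per group) and also rose with DNP-HSA alone (2.79 and 3.02, both adjusted p = 0.0375). *Mcl1*, a survival gene of the BCL2 family, rose with both (1.28 and 1.29). These 3 genes were chosen after their values were seen. Of 9 inflammasome genes, *Nlrp3* and *Il1b* rose in DNP-HSA+SiO_2_ cells (log2 changes of 3.95 and 2.42, adjusted p = 0.0201 and 0.0497). With SiO_2_ alone both were higher when adjusted over the list alone and none passed over all genes, and camera gave the list adjusted p = 0.0489, adjusted p = 0.235 with an estimated correlation and adjusted p = 0.211 with libraries paired by number within blank and SiO_2_. *Hdc*, which encodes the enzyme that makes histamine, had log2 changes of 4.00 with SiO_2_ and 4.09 with DNP-HSA+SiO_2_ (adjusted p = 0.277 and 0.144). These calls depend on single libraries: of 6 fits without a library of either group, *Nlrp3* passed in 2 and *Il13*, *Adora2a*, *Adora2b*, *Mcl1* and *Il1b* in 1. The count of genes changed in DNP-HSA+SiO_2_ cells against blank, 74 (71 higher and 3 lower), was 9, 7 and 11 without the unnumbered blank library and blank libraries 1 and 2, 32, 10 and 145 without the unnumbered DNP-HSA+SiO_2_ library and libraries 1 and 2, 22 without the 4 unnumbered libraries and 592 by DESeq2. At an unadjusted p under 0.05, 1547 genes passed, and libraries did not overlap in 2245 genes (17.5%, where chance gives 10% for libraries that are not paired).

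Transcripts of the IgE receptor differed little between groups. *Fcer1a*, the IgE-binding chain, was at 2820.0 ± 278.4 CPM in blank and 3281 ± 193.5 in SiO_2_ cells (SD, n = 3; log2 change 0.22, standard error 0.21, adjusted p = 0.888 from edgeR, Benjamini-Hochberg), a change that turns negative on the TPM scale. *Ms4a2* and *Fcer1g*, the other chains, had log2 changes of -0.16 and 0.37 (adjusted p = 0.96 and 0.792), and against DNP-HSA alone DNP-HSA+SiO_2_ gave -0.02, -0.10 and -0.01 for *Fcer1a*, *Ms4a2* and *Fcer1g*. Of 28 genes of FcϵRI signaling, none passed with SiO_2_ over all genes and *Malt1* and *Lcp2* were among those higher when adjusted over the list alone (camera adjusted p = 0.717). Among 17 interferon response genes none passed in any comparison, and the list was lower in DNP-HSA+SiO_2_ than in DNP-HSA cells by camera (median log2 change -0.28, adjusted p = 1.13e-08, and adjusted p = 0.0559 with an estimated correlation). *Rsad2*, an antiviral gene, had a log2 change of -2.62 (standard error 0.86, adjusted p = 1) in that comparison, and *Ifit3* is listed at 0 in all 3 DNP-HSA+SiO_2_ libraries, and also in the unnumbered SiO_2_ library. *Rsad2* was at 0.283 to 0.607 FPKM in the 4 unnumbered libraries of all groups, and among the numbered ones at 0.0993 and 0.44 in DNP-HSA+SiO_2_ 1 and 2 and at 2.08 to 3.47 in the other 6. Without the 4 unnumbered libraries the list was also lower (camera adjusted p = 7.14e-16 at the preset correlation, with the estimated one not run).

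In the remaining lists no gene passed over all genes with SiO_2_ against blank (edgeR). Of the 12862 genes of any kind 8 passed that test, and 1033 had an unadjusted p under 0.05. Adjusted over the list alone, *Ppp1r15a*, *Dnajb9* and *Atf4* of 20 unfolded protein response genes and *Hk2* of 18 glycolysis and hypoxia genes were higher, and none of 21 mast cell granule, 21 cholesterol synthesis, 22 lysosome, 6 scavenger receptor, 13 mitochondrially encoded, 44 ribosomal protein or 13 reference genes. Camera's adjusted p was 0.00104 for the unfolded protein response, 0.18 for glycolysis, 0.038 for granule genes, 0.00306 for cholesterol synthesis, 0.263 for lysosomes, 0.667 for scavenger receptors, 0.0195 for mitochondrially encoded genes, 0.0121 for ribosomal proteins and 0.168 for reference genes. Those under 0.05 had adjusted p = 0.637, 0.384, 0.827, 0.852 and 0.957 with an estimated correlation. The median of the ribosomal protein genes, 0.28 on the log2 scale, is less than the shift between scalings, so it has no direction of its own. No marker of another cell type passed: macrophages (4 genes, camera adjusted p = 0.741), neutrophils (8, 0.976), eosinophils (2, 0.976), basophils (4, 0.791), lymphocytes and dendritic cells (5, 0.328), erythroid cells (6, 0.967) and stroma (2, 0.86). Over the 6 comparisons 64 list tests passed by camera at the preset correlation, and 4 at the estimated one.

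The log2 changes of SiO_2_ and DNP-HSA against the shared blank libraries correlated at 0.845 across genes, which are not independent, where 20 simulated draws with the shared blank as the sole link gave a mean of 0.498 and at most 0.546. Their covariance was 0.481, where the draws gave a mean of 0.167. The draws took genes and libraries as independent, without the resemblance of libraries across groups seen in the data. Their range is therefore too narrow, and they cannot decide whether the link goes beyond the shared blank. The 3 blank libraries are too few to be divided between the 2 comparisons. The 6 libraries of each comparison have 10 divisions, the real one included, too few for a share under 0.05. The real and highest other counts were 8 and 1 for SiO_2_ against blank, 28 and 0 for DNP-HSA against blank, 74 and 1 for DNP-HSA+SiO_2_ against blank, 0 and 1 for DNP-HSA+SiO_2_ against DNP-HSA, and 0 and 2 for SiO_2_ against DNP-HSA. In the first 3 comparisons 1 of the 10 divisions, the real one, gave as many genes, and in the last 2 comparisons 10 did. In SiO_2_ against blank and DNP-HSA+SiO_2_ against DNP-HSA, where equal numbers pair the libraries, 4 of the 10 divisions part all 3 pairs as the real one does. The others of these gave 0 genes, and divisions that keep pairs together at most 1.

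The tests in this paragraph and the next were chosen after the results were seen. In the 9 genes *Areg*, *Ptgs2*, *Tnf*, *Hspa1a*, *Map3k8*, *Malt1*, *Ccl3*, *Ccl4* and *Il6*, the unnumbered library was the highest of its group in 9 with SiO_2_ and 9 with DNP-HSA+SiO_2_, but in 5 in the blank group and 0 with DNP-HSA. The tables argue against sequencing depth, since the unnumbered SiO_2_ library had 1.02 times the counts of the mean of the other two. For the 9 genes as a set they argue against a difference of this size already present in blank cells, where the median log2 ratio was 0.249 against 2.82 with SiO_2_. Single genes varied in blank cells, from -1.55 for *Ptgs2* to 1.3 for *Ccl3* and 1.78 for *Ccl4*. The tables also argue against a single library deposited under both labels, since the unnumbered SiO_2_ and DNP-HSA+SiO_2_ libraries differed by a chi-square of 21.1 per gene. No biological explanation was tested, and no label says what sets the unnumbered libraries apart. In all groups they differed from the numbered ones in markers of other cells. *Mcpt8* was at 20.7 to 24.3 FPKM against 0.774 to 5.32, and *Lyz2* at 3.04 to 3.71 against 17.9 to 87.8. Whether this bears on the 9 genes was not tested.

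Photoreceptor transcripts appeared in 6 libraries. The summed FPKM of 11 genes, among them *Gnat1*, was 16.1 and 11.8 in blank libraries 1 and 2, 9.18 and 10.2 in SiO_2_ libraries 1 and 2, and 15.5 and 13.2 in DNP-HSA+SiO_2_ libraries 1 and 2, against 0.21 to 0.401 in the 4 unnumbered and both numbered DNP-HSA libraries. Induction by the treatments is argued against by the level of 16.1 in a blank library. RNA or reads from retina, as a hypothesis, could not be settled: of 25 further retina genes, 20 were above 0.1 FPKM in the library with the highest level, but 5 to 8 were above it in the libraries with low levels, so BMMCs may express part of the list. *Gnat1* was at 3.64 FPKM at its highest, and the paper's text describes a purity check by flow cytometry but no sorting step.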
